# ZBTB38 is dispensable for antibody responses

**DOI:** 10.1371/journal.pone.0235183

**Published:** 2020-09-21

**Authors:** Rachel Wong, Deepta Bhattacharya

## Abstract

Members of the broad complex, tram track, bric-a-brac and zinc finger (BTB-ZF) family of transcription factors, such as BCL-6, ZBTB20, and ZBTB32, regulate antigen-specific B cell differentiation, plasma cell longevity, and the duration of antibody production. We found that ZBTB38, a different member of the BTB-ZF family that binds methylated DNA at CpG motifs, is highly expressed by germinal center B cells and plasma cells. To define the functional role of ZBTB38 in B cell responses, we generated mice conditionally deficient in this transcription factor. Germinal center B cells lacking ZBTB38 dysregulated very few genes relative to wild-type and heterozygous littermate controls. Accordingly, mice with hematopoietic-specific deletion of *Zbtb38* showed normal germinal center B cell numbers and antibody responses following immunization with hapten-protein conjugates. Memory B cells from these animals functioned normally in secondary recall responses. Despite expression of ZBTB38 in hematopoietic stem cells, progenitors and mature myeloid and lymphoid lineages were also present in normal numbers in mutant mice. These data demonstrate that ZBTB38 is dispensable for hematopoiesis and antibody responses. These conditional knockout mice may instead be useful in defining the functional importance of ZBTB38 in other cell types and contexts.

## Introduction

Antibody responses following infections or vaccinations are initiated by a series of B cell activation steps and fate decisions [1]. Upon recognition of cognate antigens and other stimulatory signals, B cells grow in size, express a panel of activation markers, begin to proliferate, and a subset undergoes immunoglobulin isotype-switching [2]. In T cell-dependent responses, B cells then differentiate either into antibody-secreting plasma cells or into germinal center B cells. Germinal centers are the sites in which somatic hypermutation and affinity maturation occur and are under substantial replicative and DNA damage-induced stress. Germinal centers eventually produce long-lived plasma cells (LLPCs) and memory B cells (MBCs), which have distinct antigen specificities and mediate different aspects of immunity [3]. LLPCs constitutively secrete antibodies and are important for providing protection against re-infection by the same pathogen. Memory B cells, on the other hand, can only provide protection after re-activation by a cognate antigen through rapid differentiation into plasma cells or secondary germinal center B cells. Recent studies have identified the broad complex, tram track, bric-a-brac and zinc finger (BTB-ZF) family of transcription factors as key regulators in B cell development. BTB-ZF family members bind DNA through its C-terminal zinc finger domains and recruit SMRT co-repressors and histone deacetylases to N-terminal BTB/POZ domains [4–8]. Family members that regulate distinct aspects of B cell-mediated immunity include BCL-6, ZBTB20, and ZBTB32. BCL-6 is important for germinal center (GC) formation [9], ZBTB20 promotes plasma cell lifespan and durable immunity in an adjuvant dependent manner [10, 11], and ZBTB32 restricts memory B cell recall responses [12, 13]. Other as-yet uncharacterized BTB-POZ members may regulate different aspects of B cell responses [4].

ZBTB38, also known as CIBZ (CtBP-interacting BTB zinc finger protein), is another member of the BTB-ZF family and can function either as a transcriptional repressor or activator [14]. In contrast to other BTB-ZF factors that bind to similar DNA sequences, ZBTB38-mediated transcriptional regulation occurs by binding primarily to specific methylated CpG sequences and recruiting repressors or activators [15–19]. The uniqueness of ZBTB38 binding sites relative to other BTB-POZ factors led us to speculate that this factor would have a functionally important and non-redundant role in B cell responses. Indeed, ZBTB38 has been shown to repress overall transcription by inhibiting expression of MCM10, a component of the pre-replication complex [20]. Additionally, ZBTB38 can, directly or indirectly, regulate cell cycle progression, cellular differentiation, and apoptosis [21–25]. In contrast to this speculation, we demonstrate that, despite high levels of expression in germinal center B lymphocytes and plasma cells, ZBTB38 deficiency does not impair primary or secondary antibody responses to T cell-dependent model immunogens.

## Materials and methods

### Ethics statement

All procedures in this study were specifically approved and carried out in accordance with the guidelines set forth by the Institutional Animal Care and Use Committee at Washington University (approval 20140030) and at the University of Arizona (approval 17–266). Euthanasia was performed by administering carbon dioxide at 1.5L/minute into a 7L chamber until 1 minute after respiration ceased. After this point, cervical dislocation was performed to ensure death.

### Mice

All mice were housed and bred in pathogen-free facilities. C57BL6/N mice were obtained from the National Cancer Institute. B6.Cg-*Igh*^*a*^*Thy1*^*a*^*Gpi1*^*a*^ (*IgH*^*a*^) mice were obtained from Charles River Laboratories. *Zbtb38*^*fl/+*^ mice were generated by injecting C57Bl6/J pronuclear zygotes with ribonucleoparticles of Cas9 protein and guide RNAs targeting sites flanking exon 3 of *Zbtb38*, alongside oligonucleotide donors as homologous recombination donors spanning these same gRNA sites. Oligonucleotide substrates contained loxP sites to interrupt gRNA target sites to prevent Cas9 re-cutting after successful recombination. A single successful founder (out of 33 tested) was identified by PCR and then bred to C57Bl6/N mice for germline transmission. Mice have been maintained by backcrossing to C57Bl6/N animals. Animals will be made available at the Mutant Mouse Resource and Research Centers upon publication of this manuscript (B6N.B6J-*Zbtb38em1Dbhat*/Mmucd, Strain ID 66871). ZBTB38 f/f mice were crossed to CMV-Cre (Jackson Laboratory, stock no. 006054) or VavCre (Jackson Laboratory, stock no. 008610) and maintained as ZBTB38 f/f or ZBTB38 x CMV- or Vav-Cre where littermates were used as controls. The following primers were used to confirm recombination of the targeting plasmid: SP55.mZbtb38.5'genomic.F2 5’- CCAGGGATTCAGTCCTCAGCA-3’, SP55.mZbtb38.3'genomic.R2 5’- GCCTACCCCAAACCACACTAA-3’. The following primers were used for genotyping the *Zbtb38* allele: 5’LoxP forward 5’- TCTGAGTTCAAGGCCAGCTT-3’, 5’LoxP reverse 5’- TCTCCAAGCAGAAAGGGTGT-3’, and 3’LoxP reverse 5’- GGGTCGTTAGAGGATTCAGC-3’.

### Immunizations

Mice were immunized intraperitoneally with 100 μg NP-OVA (Biosearch), adjuvanted with Alhydrogel (Invivogen). NP-APC used for staining was made by conjugating allophycocyanin (Sigma-Aldrich) with 4-hydroxy-3-nitrophenylacetyl-O-succinimide ester (Biosearch Technologies).

### RNA extraction, cDNA synthesis, and qRT-PCR

Total RNA was extracted with TRIzol (Life technologies) and cDNA synthesized using Superscript III Reverse transcription kit with random hexamers (Life Technologies) according to manufacturer’s instructions. qRT-PCR was performed using SYBR Green PCR master mix (Applied Biosystems) on a Prism 7000 Sequence Detection System (Applied Biosystems). The primers used for *Zbtb38* are: forward 5’- AGAACCAAGGATTTCCGAGTG-3’ and reverse 5’-GATGGAGAGTACTGTGTCACTG-3’. *Zbtb38* transcript levels were normalized to 18S ribosomal RNA, forward 5’-CGGCTACCACATCCAAGGAA-3’ and reverse 5’-GCTGGAATTACCGCGGCT-3’ [26].

### RNA-sequencing

RNA from germinal center B cells was extracted with Macherey-Nagel Nucleospin XS kits. cDNA libraries were prepared by Novogene using SmartSeq v4 kits (Takara) and processed for paired-end PE150 RNA-sequencing on an Illumina Hiseq 4000 lane. For visualization of ZBTB38 transcripts, fastq files were mapped and aligned to the mm10 genome using HiSat2 and displayed using IgV [27, 28]. For quantification of gene expression differences, fastq files were mapped using vM17 annotation files from Gencode and transcript abundances were quantified by Salmon [29]. Differentially-expressed genes quantified by DESeq2 [30]. Volcano plots were displayed using Prism software (GraphPad). Data is available on NCBI GEO (GSE152109).

### ELISA

ELISA plates (9018, Corning) were coated overnight at 4°C in 0.1 M sodium bicarbonate buffer, pH 9.5 containing 5 ug/mL of NP_16_- or NP_4_-BSA (Bioresearch Technologies). All other incubation steps were performed at room temperature for 1 hour. Wash steps were performed between each step using PBS + 0.05% Tween-20. Plates were blocked with PBS + 2% BSA followed by serial dilutions of serum. Serum was probed with 0.1 ug/mL of biotinylated anti-mouse IgG (715-065-151, Jackson ImmunoResearch Laboratories) and then detected with streptavidin conjugated horseradish peroxidase (554066, BD biosciences). Plates were developed using TMB (Dako, S1599) and neutralized with 2N H_2_SO_4_. Optical density (OD) values were measured at 450 nm. Serum endpoint titer was defined as the inverse dilution factor that is three standard deviations above background using one-phase decay measurements and Prism software (GraphPad Software).

### Adoptive transfer for recall responses

Splenocytes from NP-immunized *ZBTB38*^f/f^ or *ZBTB38*^f/f^ x VavCre mice were isolated and processed into single cell suspension, erythrocytes lysed using an ammonium chloride-potassium solution, and lymphocytes isolated by using a Hisopaque-1119 (Sigma-Aldrich) density gradient. Cells were washed twice prior to transfer. 10% of cells were retained for cellular analysis whereas the remaining 90% of cells were transferred into one non-irradiated *IgH*^*a*^ recipient mice by intravenous injection. A recall response was elicited by intravenously challenging mice with soluble NP-OVA 24 hours later.

### Flow cytometry

Single cell suspensions were prepared from bone marrow or spleen, erythrocytes lysed using an ammonium chloride-potassium solution, and lymphocytes isolated by using a Hisopaque-1119 (Sigma-Aldrich) density gradient. Cells were resuspended in PBS with 5% adult bovine serum and 2 mM EDTA prior to staining with antibodies and NP-APC. The following antibodies were purchased from Biolegend: 6D5 (CD19)-Alexa Fluor 700; GL7-FITC; 281–2 (CD138)-PE; RMM-1 (IgM)-APC; 11-26c.2a (IgD)-PerCP-Cy5.5 or -Brilliant Violet 605; 16-10A1 (CD80)-PE; RA3-6B2 (B220)-FITC, -Pacific Blue, or APC-Cy7; PO3 (CD86)-FITC; PK136 (NK-1.1)-PerCP-Cy5.5; M1/70 (CD11b)-Pacific Blue; HK1.4 (Ly-6C)-Brilliant Violet 510; 1A8 (Ly-6G)-Brilliant Violet 605; A7R34 (IL-7R)-Brilliant Violet 421; E13-16.7 (Ly-6A/E)-PE; and 29-2L17 (CCR6)-PE-Cy7. The following antibodes were purchased from eBioscience: 11/41 (IgM)-PerCP-e710; 11-26c (IgD)-FITC; 2B11 (CXCR4)-PerCP-e710; 2B8 (c-Kit)-PE-Cy7; and LG.7F9 (CD27)-APC. The following antibodies were purchased from BD Pharmingen: 53–6.7 (CD8a)-PE; RM4-5 (CD4)-PE-Cy7; A2F10.1 (CD135)-PE-CF594; and 93 (CD16/CD32)-PerCP-Cy5.5.

Cells were stained on ice for 20 minutes. Germinal center B cells were enriched by staining cells with GL7-PE followed with anti-PE magnetic beads (0.5 uL/10^7^ cells, Miltenyi Biotec). Positive enrichment of GL7-expressing cells was performed using MACS LS columns (Miltenyi Biotec).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 8. Specific tests used, and significance, is indicated in each panel.

## Results

### ZBTB38 is highly expressed in B cell subsets

RNA-sequencing studies have reported expression of ZBTB38 in plasma cells [31]. To look more broadly across hematopoietic lineages, ZBTB38 gene expression in multiple cell types was first analyzed using available RNA-sequencing data assembled by the ImmGen Consortium [32]. A subset of cell types expressing DESeq2-normalized ZBTB38 counts greater than 800 are shown in Fig 1A [30]. High expression of ZBTB38 was observed in splenic plasma cells and plasmablasts (PC and PB), and in both light zone and dark zone germinal center B cells (LZ and DZ, Fig 1A). To confirm these data, wild-type mice were immunized with alhydrogel-adjuvanted 4-hydroxy-3-nitrophenyl-acetyl (NP) conjugated to ovalbumin (OVA) and naïve B cells (CD19^+^CD138^-^GL7^-^IgD^+^), NP-specific dark (CXCR4^+^) and light zone (CD86^+^) GC B cells (CD19^+^GL7^+^IgD^-^), and NP-specific splenic plasma cells (CD138^+^) were sorted 11 days after immunization [33]. RNA was extracted from sorted cells and quantitative RT-PCR performed to quantify ZBTB38 transcript levels. GC B cells and splenic plasma cells contained 9- and 3-fold, respectively, higher expression of ZBTB38 compared to naïve B cells (Fig 1B; S1 Fig). We further confirmed these findings by examining published microarray data on dark and light zone GCs [33]. Both GC subsets expressed 3–4 fold higher levels of ZBTB38 than did naïve B cells across two probesets (Fig 1C). No differences in ZBTB38 expression were observed between light and dark zone GC B cells.

**Fig 1:**
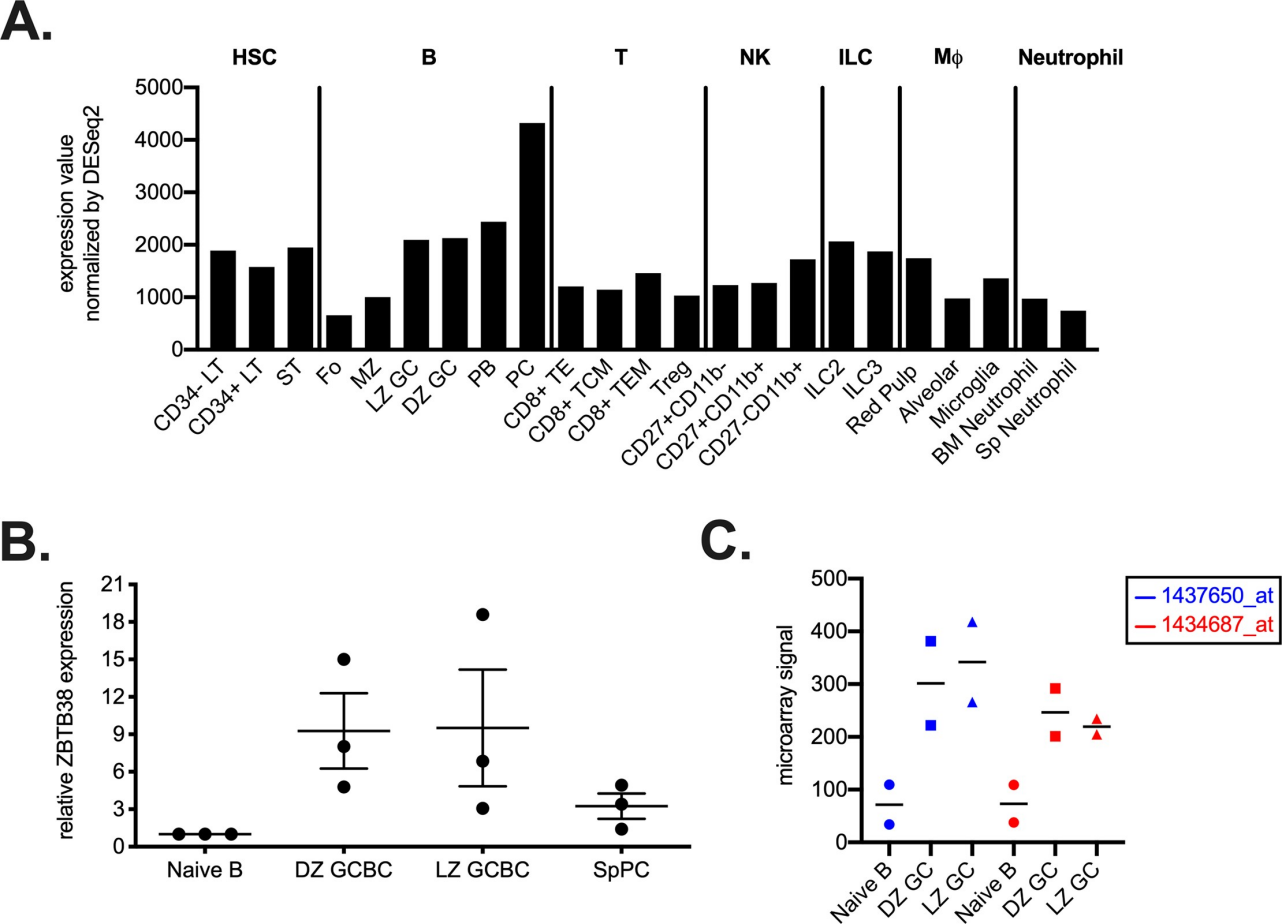
ZBTB38 is highly expressed by specific hematopoietic lineages. (**A**) ZBTB38 expression values in select cell subsets with DESeq2 count values over 800 were extracted from ImmGen’s RNA-seq SKYLINE and grouped based on cell type. (**B**) Naïve B cells (CD19^+^CD138^-^GL7^-^IgD^+^), antigen-specific (NP^+^) dark (DZ, CXCR4^+^) and light (LZ, CD86^+^) zone germinal center B cells (GC, CD19^+^GL7^+^IgD^-^), and splenic plasma cells (SpPC, CD138^+^) were sorted 11 days after immunization of C57BL/6 mice with NP-OVA in alhydrogel, and *Zbtb38* RNA levels quantified by quantitative RT- PCR. ZBTB38 expression was first normalized to 18S expression level followed by normalization to naïve B cells. Gating strategies are shown in S1 Fig. Mean ± SEM are shown; each symbol represents an individual mouse. (**C**) Microarray quantification from two different probesets (blue and red symbols) of ZBTB38 expression across DZ, LZ, and naïve B cells [33]. Data were normalized and obtained from NCBI GEO2R.

### Generation and validation of ZBTB38 conditional knockout mice

To assess the functional role of ZBTB38 *in vivo*, we generated *Zbtb38* floxed mice by targeting exon 3 (Fig 2A). This terminal exon contains the entire protein-coding sequence of ZBTB38. 

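In the Gencode annotation of GRCm38, Zbtb38 (ENSMUSG00000040433.16) lies on the minus strand of chromosome 9 from 96682770 to 96752831. Its coding sequence spans 96685439 to 96689029 and falls within the last exon of each of the 5 annotated transcripts that were quantified. All exons upstream of it are 5' untranslated sequence, and every one of these transcripts includes the exon from 96718210 to 96718309. ENSMUST00000152594.7 and ENSMUST00000093798.8 contain all 3591 bases of the coding span. The annotated ends of the other 3 transcripts lie within it: ENSMUST00000126066.7 contains 2772 of these bases, ENSMUST00000140121.7 contains 1632 and ENSMUST00000128269.7 contains 553. The 5' untranslated sequence makes up between 5.62% and 40.5% of the transcript length. ENSMUST00000152594.7 also has 2666 bases of 3' untranslated sequence in its last exon, which runs from 96682770 to 96689029. This exon is longer than the reduction in PCR product that the paper gives for the deletion. Part of the 2666 bases should therefore be left, but how many was not determined here.

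**Figure D1:**
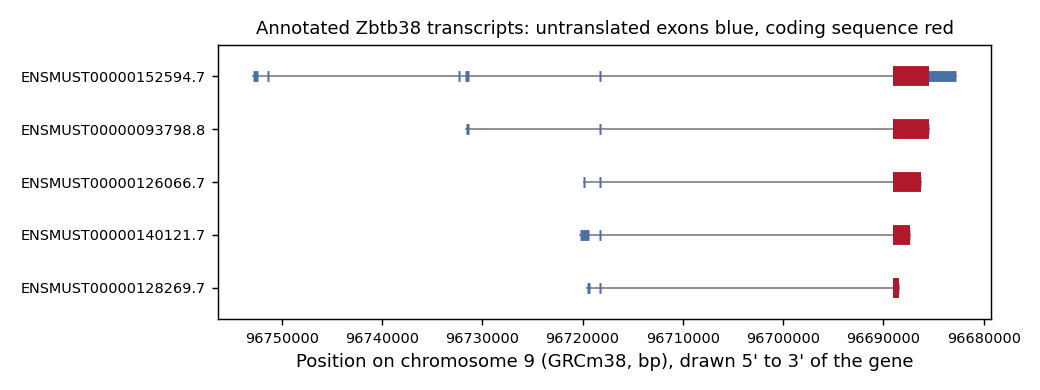
Map of the 5 annotated Zbtb38 transcripts on chromosome 9 of GRCm38, with the position in base pairs on the x axis and one transcript per line, drawn from 5' to 3'. Red marks coding sequence between 96685439 and 96689029, blue marks untranslated exons (drawn at least wide enough to be visible) and grey lines mark introns.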

Single-stranded oligonucleotides containing loxP sites and flanking sequences of exon 3 of *Zbtb38* were microinjected alongside Cas9/guideRNA ribonucleoparticles into C57Bl6/J zygotes. gRNA sites were designed to flank the endogenous *Zbtb38* exon 3 and be disrupted upon homologous recombination with the targeting oligonucleotides. NdeI and EcoRI restriction sites were included in the oligonucleotides near the 5’ LoxP and 3’ LoxP sites to screen for successful homologous recombination of the targeting construct. Correct targeting of exon 3 was confirmed by PCR and restriction enzyme digestions (Fig 2B). Wild-type, targeted, and *Zbtb38*-deleted mice were distinguished using a set of three PCR primers flanking the 5’ and 3’ LoxP sequences (Fig 2C). To confirm deletion of *Zbtb38* exon 3 at the genomic level, *Zbtb38* f/f mice were crossed to mice expressing CMV-Cre to obtain germline ZBTB38 deletion. Tail genomic DNA from *Zbtb38* f/f x CMV-Cre was amplified and deletion was confirmed by a 4 kb reduction in PCR amplicon size (Fig 2D). Despite genome-wide association studies linking polymorphisms in the *Zbtb38* locus to human height [34–36], no differences were observed in the size of ZBTB38 deficient vs. wild-type littermates, and animals were born in expected Mendelian ratios.

**Fig 2:**
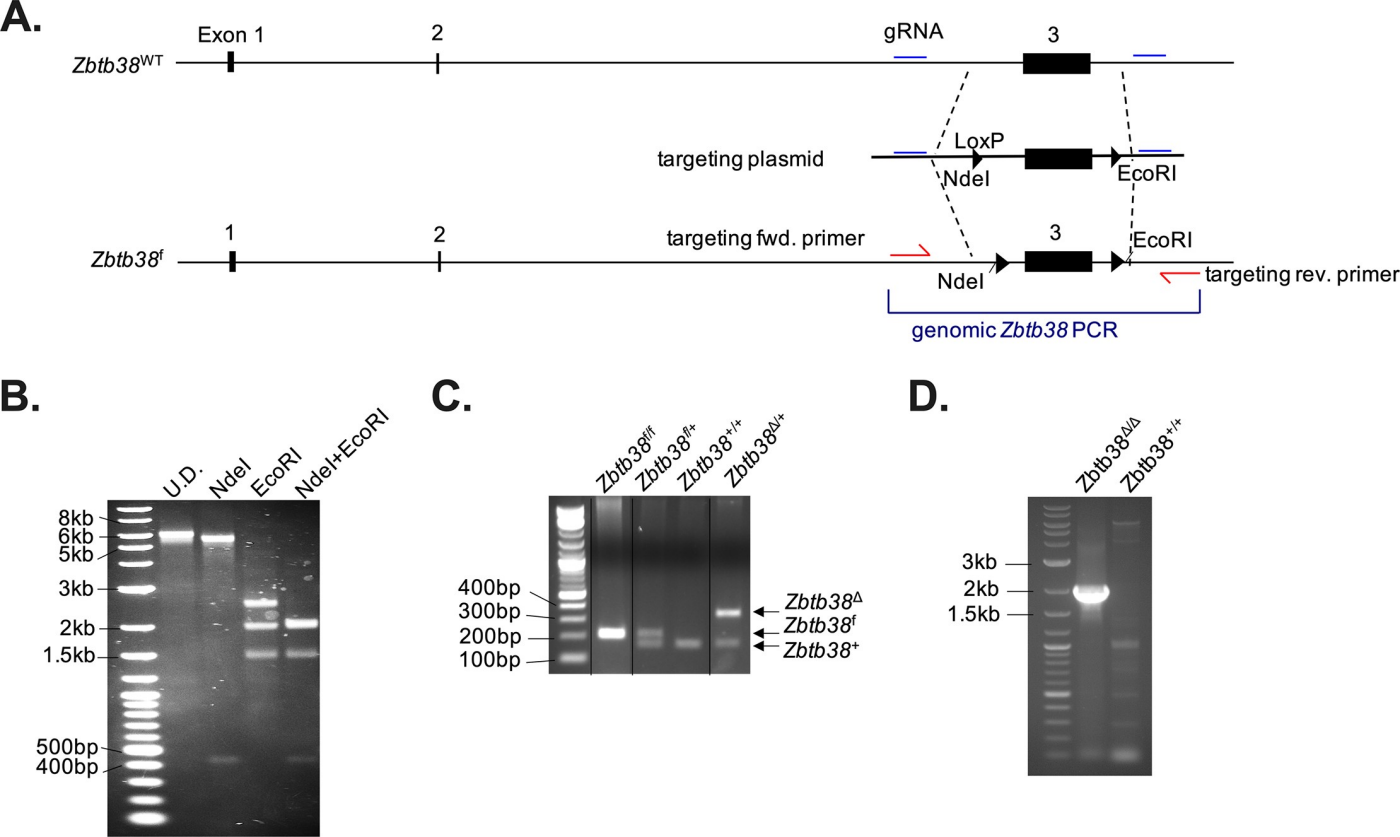
*Zbtb38* targeting strategy and confirmation of deletion. **(A)** Targeting strategy for exon 3 of *Zbtb38*. Guide RNA (gRNA) sites and targeting single-stranded oligonucleotides containing NdeI and EcoRI restriction sites were introduced to allow for screening of homologous recombination. **(B)** PCR strategy for exon 3 to confirm correct targeting. Lane 1 shows undigested PCR product, lane 2 shows NdeI digest (expected band sizes of 5.8 kb and 445 bp), lane 3 shows EcoRI digest (expected band sizes of 2.6 kb, 2 kb, and 1.6 kb), and lane 4 shows NdeI and EcoRI double digest (expected band sizes of 445 bp, 2.1 kb, 2 kb, and 1.6 kb). **(C)** Genotyping strategy and results to identify WT, floxed, or deleted *Zbtb38* alleles. **(D)** PCR confirming Zbtb38 deletion upon Cre expression. Primers used are identical to those used to amplify the genomic DNA as in **(B)**, but a shorter extension time was used.

Given the high expression of ZBTB38 in blood lineages, we crossed *Zbtb38* f/f mice to VavCre mice (*Zbtb38* f/f x VavCre, ZBTB38 KO), which express Cre recombinase primarily in hematopoietic cells [37]. To confirm loss of ZBTB38 expression in this system, we performed RNA-seq on germinal center B cells isolated 2 weeks after immunization with NP-OVA. 

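The RNA-seq samples were NP-binding germinal center B cells, the activated B cells that divide in lymphoid follicles after immunization, from 10 mice that had received 100 μg of NP-OVA. There were 2 ZBTB38 WT mice (Zbtb38 f/f without Cre), 2 ZBTB38 HET mice (Zbtb38 f/+ x VavCre) and 6 ZBTB38 KO mice (Zbtb38 f/f x VavCre), with one library per mouse. The authors quantified the paired-end reads with Salmon against the Gencode vM17 transcripts and deposited an estimated count and a TPM value for each of 64019 transcripts per library. The estimated counts summed to 41059082 and 27462439 in the ZBTB38 WT libraries and to 32191770 and 28412924 in the ZBTB38 HET libraries. In the ZBTB38 KO libraries they ranged from 26612431 to 33894832, with a median of 30056450. Estimated counts were summed per gene, which gave 22380 genes, and rounded to whole numbers. Library sizes were normalized with edgeR's TMM method, with factors between 0.925 and 1.06, and expression is given as TMM-normalized CPM. Genes were tested with edgeR's quasi-likelihood test after removal of genes with low counts by filterByExpr, and a Benjamini-Hochberg adjusted p-value under 0.1 was taken as the threshold, as in the paper. Fold changes are controls over ZBTB38 KO. Summing transcripts per gene treats all reads alike, so a change in the transcripts used can change the count of a gene, and counts scaled by transcript length were therefore one of the alternatives. With 2 mice in a group, the spread between mice is estimated mainly from the other group. No pair of libraries of one genotype differed by as little as sampling noise (chi-square per gene between 26.4 and 161.8), so each library was counted as one sample.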

After mapping reads and aligning to the mouse genome, we observed that transcripts within the floxed exon 3 were completely abrogated in ZBTB38 KO mice, whereas intermediate levels were observed in *Zbtb38* f/+ x VavCre heterozygous littermates (Fig 3A) relative to *Zbtb38* f/f controls that lack Cre recombinase (ZBTB38 WT). 

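Salmon gives values per transcript, so exon 3 was followed through the transcripts that contain the whole coding sequence. Of these, only ENSMUST00000152594.7 had counts. This transcript also has untranslated sequence at both ends, so its values do not measure the deleted sequence alone. In the ZBTB38 WT libraries it was at 108 and 92.9 CPM, and in the ZBTB38 HET libraries at 82.9 and 64.0 CPM. In the 6 ZBTB38 KO libraries it was at 7.26, 22.1, 16.4, 18.9, 10.2 and 4.33 CPM. The mean was 101 ± 11.0 CPM (SD, n = 2) in ZBTB38 WT, 73.4 ± 13.4 CPM (SD, n = 2) in ZBTB38 HET and 13.2 ± 7.0 CPM (SD, n = 6) in ZBTB38 KO. For this transcript, ZBTB38 HET kept 73.0% and ZBTB38 KO 13.1% of the ZBTB38 WT level. Every ZBTB38 KO library lay below every ZBTB38 WT library, a difference of 3.01 in mean log2(CPM + 1) (two-sided exact permutation test, p = 0.0357, the smallest p that 2 against 6 libraries allow). Against the 4 control libraries together the difference was 2.78 (two-sided exact permutation test, p = 0.00476, the smallest p that 4 against 6 allow). Both ZBTB38 HET libraries lay below both ZBTB38 WT libraries by 0.46 on the same scale, but 2 libraries against 2 cannot give a p below 0.333 in a two-sided exact permutation test. The share kept in ZBTB38 HET depended on the transcript. In TPM it was 71.5% here, but 32.9%, 120% and 108% for ENSMUST00000126066.7, ENSMUST00000140121.7 and ENSMUST00000128269.7. Transcripts with at least 0.5 of the coding sequence, chosen after seeing the data, summed to 18.8 and 19.9 TPM in ZBTB38 HET. In ZBTB38 WT they summed to 35.8 and 36.5 TPM. The alternative that moved the difference between ZBTB38 WT and KO most was the sum over all Zbtb38 transcripts, which gave 2.33.
The values left in ZBTB38 KO differed between transcripts. In TPM, ENSMUST00000126066.7 fell from 16.8 ± 2.42 (SD, n = 2) in ZBTB38 WT to 0.438 ± 0.183 (SD, n = 6) in ZBTB38 KO, and ENSMUST00000140121.7 from 7.45 ± 0.574 to 3.61 ± 1.12. ENSMUST00000128269.7, of which 40.5% is 5' untranslated sequence, was at 19.8 ± 1.30 in ZBTB38 WT and at 19.3 ± 8.04 in ZBTB38 KO. The difference lay within the spread between mice, but that spread rests on KO replicate 2, at 35.6. The other ZBTB38 KO libraries, at 14.2 to 17.7, all lay below both ZBTB38 WT libraries, at 18.9 and 20.7. These transcripts share exons, so Salmon divides reads among them by estimation and the split is uncertain.

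**Figure D2:**
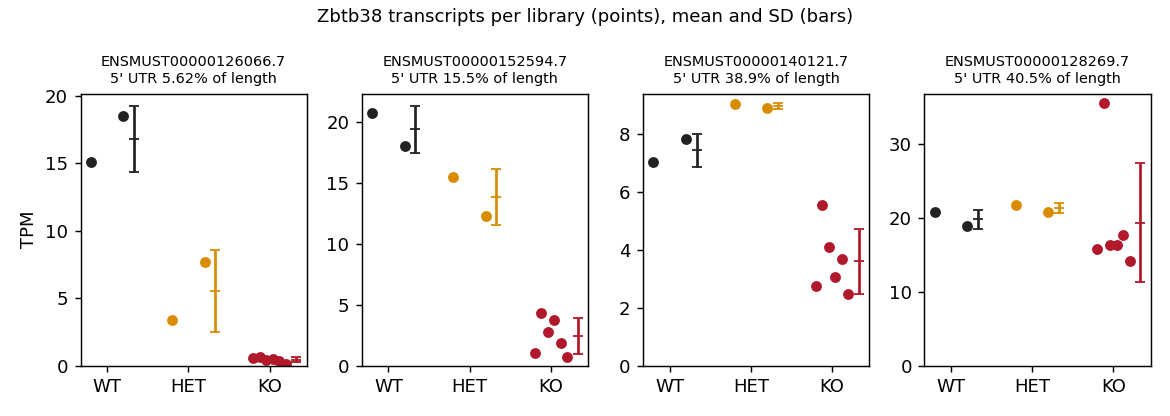
TPM of the 4 Zbtb38 transcripts with counts, one panel per transcript, in ZBTB38 WT (n = 2), HET (n = 2) and KO (n = 6). Points are libraries, bars are the mean and SD, and panels are ordered by the share of the transcript that is 5' untranslated sequence, from 5.62% to 40.5%. The share of the ZBTB38 WT level left in ZBTB38 KO is 2.61%, 12.5%, 48.5% and 97.5% from left to right.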

We next used Salmon to quantify transcript abundances and DESeq2 to identify genes differentially expressed between ZBTB38-deficient mice and controls [29, 30]. Other than ZBTB38 itself, very few genes were dysregulated in ZBTB38-deficient cells (Fig 3B; S1 Table). 

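Zbtb38, summed over its transcripts, was at 157 ± 6.77 CPM (SD, n = 2) in ZBTB38 WT, 111.5 ± 8.42 CPM (SD, n = 2) in ZBTB38 HET and 31.7 ± 10.9 CPM (SD, n = 6) in ZBTB38 KO. Between ZBTB38 WT and KO its log2 fold change was 2.31 (standard error 0.274, adjusted p = 0.0734 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was the only one of 14203 genes tested with an adjusted p under 0.1, while 311 genes had an unadjusted p under 0.05. The test used moved this count most: DESeq2 in place of edgeR gave 10 genes, or 12 on length-scaled counts, a combination chosen after seeing the data, and counts scaled by transcript length or limma on log2(TPM + 1) gave 0, with 325 and 437 genes at an unadjusted p under 0.05. Over the alternatives the adjusted p of Zbtb38 ran from 4.92e-10 to 1. Without KO replicate 1, 3, 4 or 5 no gene passed, with 287, 211, 544 and 297 genes at an unadjusted p under 0.05, and the log2 fold change of Zbtb38 stayed between 2.19 and 2.49 across the 8 fits that each left out one library.
S1 Table lists 9 genes under the paper's threshold of 0.1. All 9 had the direction of the paper's table here and an unadjusted p under 0.05, and all 9 had an adjusted p under 0.1 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. Adjusted over all genes tested, 1 of the 9 passed. Sva had 0 counts in both ZBTB38 WT libraries and 3.14 ± 1.21 CPM (SD, n = 6) in ZBTB38 KO, at least 35.7-fold higher (edgeR adjusted p = 0.132). The adjusted p ran from 2.04e-05 to 0.274 over the alternatives set beforehand that left no library out. In ZBTB38 HET, Sva was at 2.04 ± 1.04 CPM (SD, n = 2), nearer to ZBTB38 KO than to ZBTB38 WT. The other 7 had an adjusted p of 0.999. Among them, the T cell genes Cd3e (15.8 ± 3.02 against 6.33 ± 1.48 CPM, log2 fold change 1.32, standard error 0.33) and Pdcd1 (14.4 ± 3.65 against 5.66 ± 1.39 CPM, log2 fold change 1.35, standard error 0.336) were higher in ZBTB38 WT than in ZBTB38 KO, whereas ZBTB38 HET had the lowest means, 2.89 ± 1.83 and 2.10 ± 0.807 CPM (SD, n = 2). Adk was lower in ZBTB38 WT (74.5 ± 4.23 against 107.9 ± 12.3 CPM), a log2 fold change of -0.53 (standard error 0.155). Rag2 and Olfr984 were lower as well, with log2 fold changes of -1.50 (standard error 0.554) and -1.94 (standard error 0.478). Olfr984 belongs to the large family of olfactory receptor genes, among which reads can be shared. Zfp174 was at 2.55 ± 0.354 against 0.207 ± 0.211 CPM and Trpm1 at 0.562 ± 0.257 against 0.0544 ± 0.0453 CPM. In ZBTB38 HET (SD, n = 2), Adk at 108.4 ± 13.2 CPM, Zfp174 at 0.257 ± 0.313 CPM and Trpm1 at 0 CPM were also nearer to ZBTB38 KO than to ZBTB38 WT. Rag2, at 0.768 ± 0.905 CPM, was nearer to ZBTB38 WT (1.08 ± 0.436 CPM). Olfr984, at 5.79 ± 0.473 CPM, lay between ZBTB38 WT (2.70 ± 0.873 CPM) and ZBTB38 KO (10.4 ± 3.66 CPM).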

To increase statistical power, we compared ZBTB38-deficient samples to both wild-type and heterozygous controls. 

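With the 2 ZBTB38 WT and 2 ZBTB38 HET libraries as one control group, Zbtb38 was at 134.1 ± 26.9 CPM (SD, n = 4) in controls, and its log2 fold change against ZBTB38 KO was 2.08 (standard error 0.232, adjusted p = 0.0104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 1.06e-13 to 0.761 over the alternatives). It was again the only gene with an adjusted p under 0.1, here of 13347 genes tested, and 841 genes had an unadjusted p under 0.05. DESeq2 gave 25 genes, and without WT replicate 1 there were 2, Zbtb38 and Serpinc1, the latter chosen after its values were seen. S2 Table likewise lists 9 genes under the paper's threshold. All 9 had the direction of the paper's table, 8 had an unadjusted p under 0.05, and the same number passed when adjusted over the list alone, a list that the study chose on these libraries.
After Zbtb38, Arih1 on chromosome 9 from 59388258 to 59486618 had the smallest adjusted p of the genes in S2 Table. It was at 105.6 ± 10.3 CPM (SD, n = 4) in controls and 68.1 ± 5.45 CPM (SD, n = 6) in ZBTB38 KO. Its log2 fold change was 0.63 (standard error 0.104, edgeR adjusted p = 0.298). The adjusted p of Arih1 ran from 3.51e-06 to 0.761 over the alternatives set beforehand that left no library out. It reached 0.992 with libraries left out in turn. Every control library was above every ZBTB38 KO library. Slc26a9 was at 0.0900 ± 0.0432 against 1.27 ± 0.619 CPM (edgeR adjusted p = 0.549). Its adjusted p ran from 0.000372 to 0.761 over the same alternatives and reached 0.992 with libraries left out in turn. The other 6 genes had an adjusted p of 0.744 or more. Cerk was at 402.5 ± 17.7 CPM in controls and 306.6 ± 46.2 CPM in ZBTB38 KO, a log2 fold change of 0.39 (standard error 0.117). The log2 fold changes of Klhl20, Msl2 and Ttc7b were 0.56, 0.53 and 0.64, with standard errors of 0.137, 0.127 and 0.157, and that of Ireb2 was 0.40 with a standard error of 0.151. Tmem143 did not differ by more than the spread between mice (3.90 ± 0.986 against 4.18 ± 1.17 CPM), and without HET replicate 1 its log2 fold change changed sign, from -0.10 (standard error 0.358) to 0.06.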

Again, very few differences were observed (Fig 3C; S2 Table). The few dysregulated genes were expressed at very low levels (e.g. CD3e) across genotypes and did not to fall into any obvious pathways or signatures.

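Each gene of S1 and S2 Table was placed among the genes tested by its mean log2(CPM + 1) over the 10 libraries. Cd3e, at 1.59 to 17.9 CPM, lay at percentile 35.8 of the genes tested between ZBTB38 WT and KO. The 9 genes of S1 Table had a median percentile of 34.8, from 0.82 for Trpm1 to 83.3 for Adk, and 2 of the 9 were above the median gene. The 9 genes of S2 Table had a median percentile of 62.8, from 10.2 for Slc26a9 to 96.4 for Cerk, and 7 of the 9 were above the median gene. Ranked by mean log2(TPM + 1) instead, the medians were 37.2 and 52.9, and 2 and 5 of the 9 genes were above the median gene. With Zbtb38 left out, a choice made after seeing the data, 1 of the 8 genes of S1 Table and 6 of the 8 genes of S2 Table were above it, or 1 and 4 when ranked by TPM. Cerk and Adk had lower mean normalized counts in the paper's tables than here, so their ranks may differ there.
Pathways were examined with 13 lists of marker or functional genes, tested with limma's camera at a preset correlation of 0.01. Between ZBTB38 WT and KO, 7 lists had an adjusted p under 0.1. The T cell list was higher in ZBTB38 WT, with a median log2 fold change of 1.08 and 18 of 20 genes higher (limma camera adjusted p = 6.54e-12), as were the T follicular helper list (median 0.30, 7 of 10 genes, camera adjusted p = 0.00549), the myeloid list (median 0.85, 9 of 9 genes, camera adjusted p = 0.00763) and the sex chromosome list (median 1.12, 4 of 4 genes, camera adjusted p = 4.8e-05). Lower in ZBTB38 WT were the erythroid list (median -0.97, 0 of 6 genes higher, camera adjusted p = 0.00244), the dark zone list (median -0.21, 3 of 12 genes higher, camera adjusted p = 0.00549) and the oxidative stress list (median -0.12, 4 of 12 genes higher, camera adjusted p = 0.042). Only the T cell and T follicular helper lists held under fry, each with an adjusted p of 0.0864, and these and the erythroid list under an estimated correlation, each at 0.0914. The germinal center B cell, naive B cell, MCM replication, light zone, plasma cell and BTB-ZF family lists had camera adjusted p-values of 0.121, 0.153, 0.338, 0.519, 0.736 and 0.936. Of single genes, 7 of the T cell list and 1 of the T follicular helper list, Pdcd1, had an adjusted p under 0.1 adjusted over the list alone, against 0 adjusted over all genes tested, with 8 and 2 genes at an unadjusted p under 0.05.
With the 4 controls together, the erythroid list (median -1.49, 0 of 4 genes higher, limma camera adjusted p = 0.000129) and the plasma cell list (median -0.34, 2 of 12 genes higher, camera adjusted p = 0.0159) were lower in controls. Neither held under fry or an estimated correlation. The other 11 lists had camera adjusted p-values from 0.396 to 0.971, the T cell list among them at 0.953. The 4 erythroid genes, globin genes that are near-identical copies and can share reads, had an adjusted p under 0.1 adjusted over the list alone and 0 of them adjusted over all genes tested, with 3 at an unadjusted p under 0.05. The paper states in the title of Fig 3 that the loss of ZBTB38 has a minimal effect on gene expression in these cells.

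**Figure D3:**
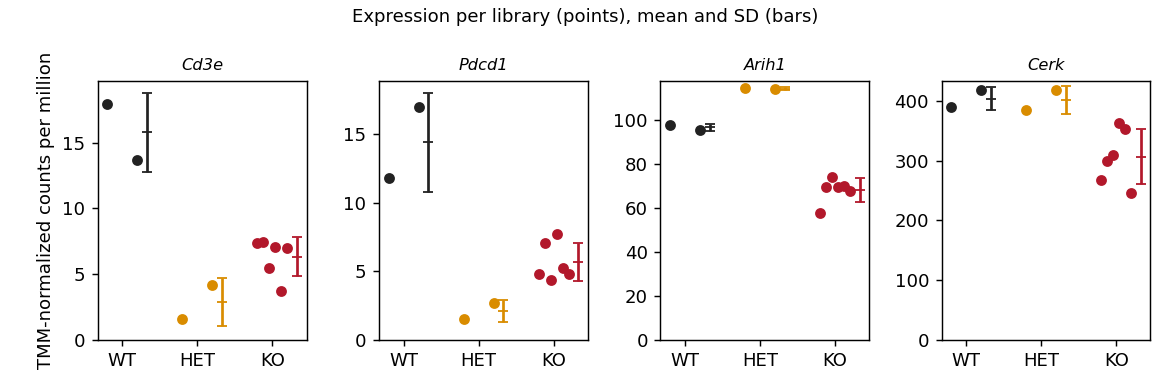
TMM-normalized CPM of Cd3e, Pdcd1, Arih1 and Cerk in ZBTB38 WT (n = 2), HET (n = 2) and KO (n = 6), one panel per gene. Points are libraries and bars are the mean and SD. Cd3e and Pdcd1 are lowest in ZBTB38 HET, and Arih1 is lower in every ZBTB38 KO library than in every control library.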

**Fig 3:**
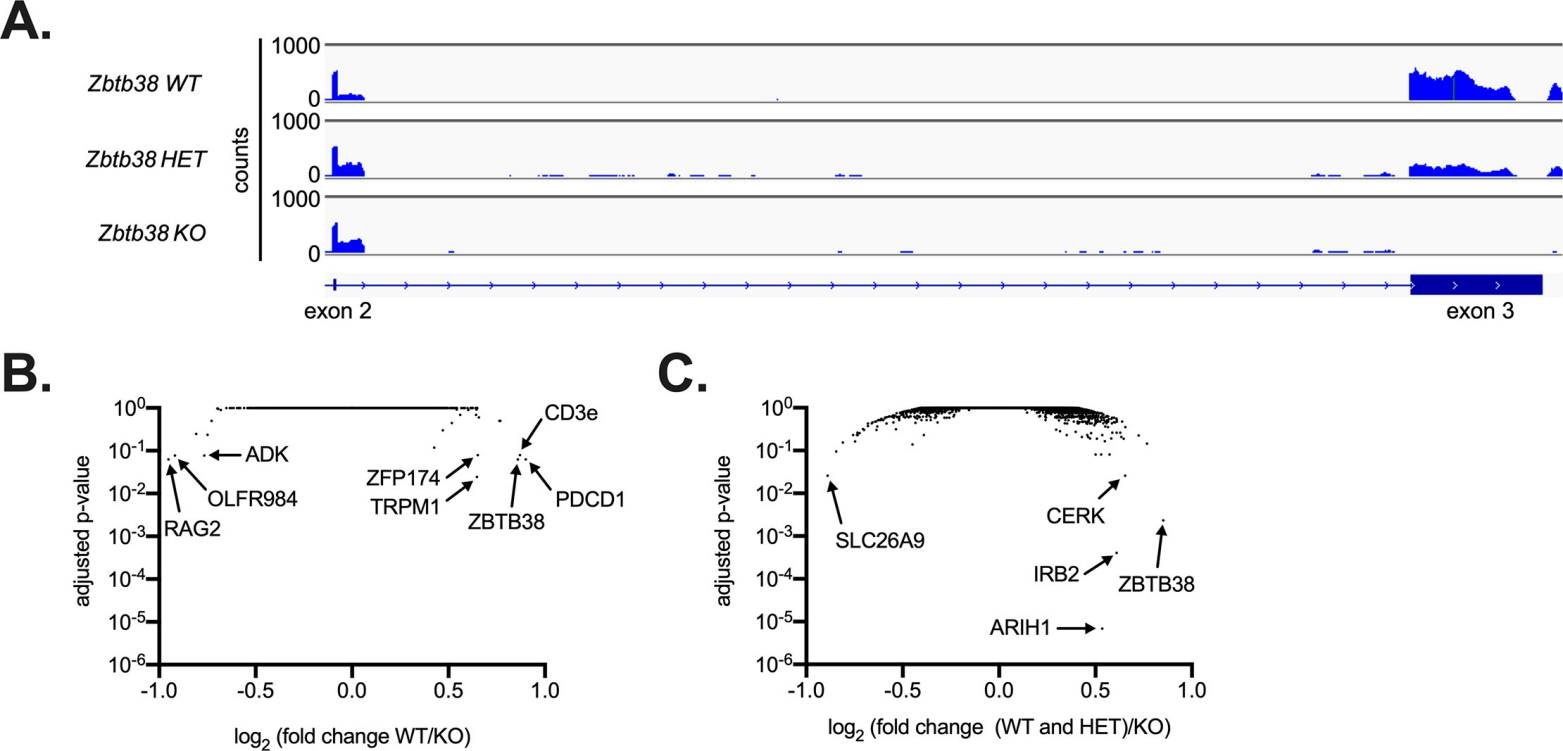
ZBTB38 deficiency minimally impacts gene expression in germinal center B cells. (**A**) RNA-seq reads across exons 2–3 of *Zbtb38*. Paired-end RNA-seq of antigen specific (NP^+^) germinal center B cells (CD19^+^GL7^+^IgD^-^) from *Zbtb38*^*fl/fl*^ (ZBTB38 WT), *Zbtb38*^*+/fl*^ *x Vav-Cre* (ZBTB38 HET), and *Zbtb38*^*fl/fl*^ *x Vav-Cre* (ZBTB38 KO) mice were aligned to the mm10 mouse genome and shown using IgV browser. One representative trace is shown for each genotype. (**B**) Volcano plot depicting differential gene expression between ZBTB38 WT (n = 2) and ZBTB38 KO (n = 6) mice. Statistically significant genes were determined through DESeq2 and an adjusted p-value of 0.1. (**C**) Differential gene expression between ZBTB38 WT and ZBTB38 HET (n = 4 in total) and ZBTB38 KO (n = 6). Statistically significant genes were determined through DESeq2 and an adjusted p-value of 0.1.

### ZBTB38 deficiency does not impair B cell responses

To determine if ZBTB38 expression is important for B cell development, we examined the frequency of B cell subsets in ZBTB38 WT and ZBTB38 KO mice. ZBTB38 deficiency did not alter the frequencies of follicular (FoB, CD11b^-^CD19^+^IgD^+^IgM^+^), marginal zone (MZ, CD11b^-^CD19^+^CD93^-^CD21^+^CD23^-^), T1 transitional (CD11b^-^CD19^+^CD93^+^,CD23^-^), T2/3 transitional (CD11b^-^CD19^+^CD93^+^,CD23^+^), isotype-switched memory B cells (swIg MBCs, CD19^+^IgM^-^IgD^-^CD80^+^CCR6^+^), or total splenocyte numbers (S2A Fig). Bone marrow cellularity and plasma cell numbers in unimmunized mice were also similar across genotypes (S2B Fig).

Deficiencies in two other BTB-ZF factors, ZBTB20 and ZBTB32, do not impair B cell development at steady state but cause profound effects on plasma cell lifespan despite modest changes in gene expression [10–13]. These differences are most pronounced in specific immunization conditions and are not readily apparent in polyclonal populations of unimmunized animals. Therefore, to determine if ZBTB38 has a functional role in primary B cell responses, we first examined GC reactions. We immunized ZBTB38 WT and KO mice with NP-OVA and quantified the frequency of NP-specific GC B cells 2 weeks later, which corresponds with peak GC reactions [38]. We observed no differences in the frequencies of NP-specific GC B cells between ZBTB38 WT and KO mice (Fig 4A; S2C and S2D Fig). NP-specific serum antibodies were also similar between ZBTB38 WT and KO mice at all time points measured (Fig 4B). To specifically quantify the level of high affinity antibodies in the serum by ELISA, low density antigen (NP_4_) was used to probe for antibody binding. Low density NP (NP_4_) is used to capture antibodies with slow off-rates, which is correlated with antigen high affinity. This contrasts with high density NP (NP_16_), which can capture antibodies with faster off rates due to the increased concentration of antigen. Unlike the total levels of NP-specific antibodies over time, which plateaued two weeks after immunization, the concentration of high affinity antibodies increased steadily over time and plateaued four weeks after immunization (Fig 4C). No difference in the quantity of high affinity antibodies was observed between ZBTB38 WT and KO mice (Fig 4C). Furthermore, the extent of affinity maturation, quantified as the ratio of NP_4_ to NP_16_ endpoint titers, was similar between ZBTB38 WT and KO mice (Fig 4D). Finally, we observed similar numbers and frequencies of antigen-specific bone marrow plasma cells (Fig 4E, S2E Fig).

**Fig 4:**
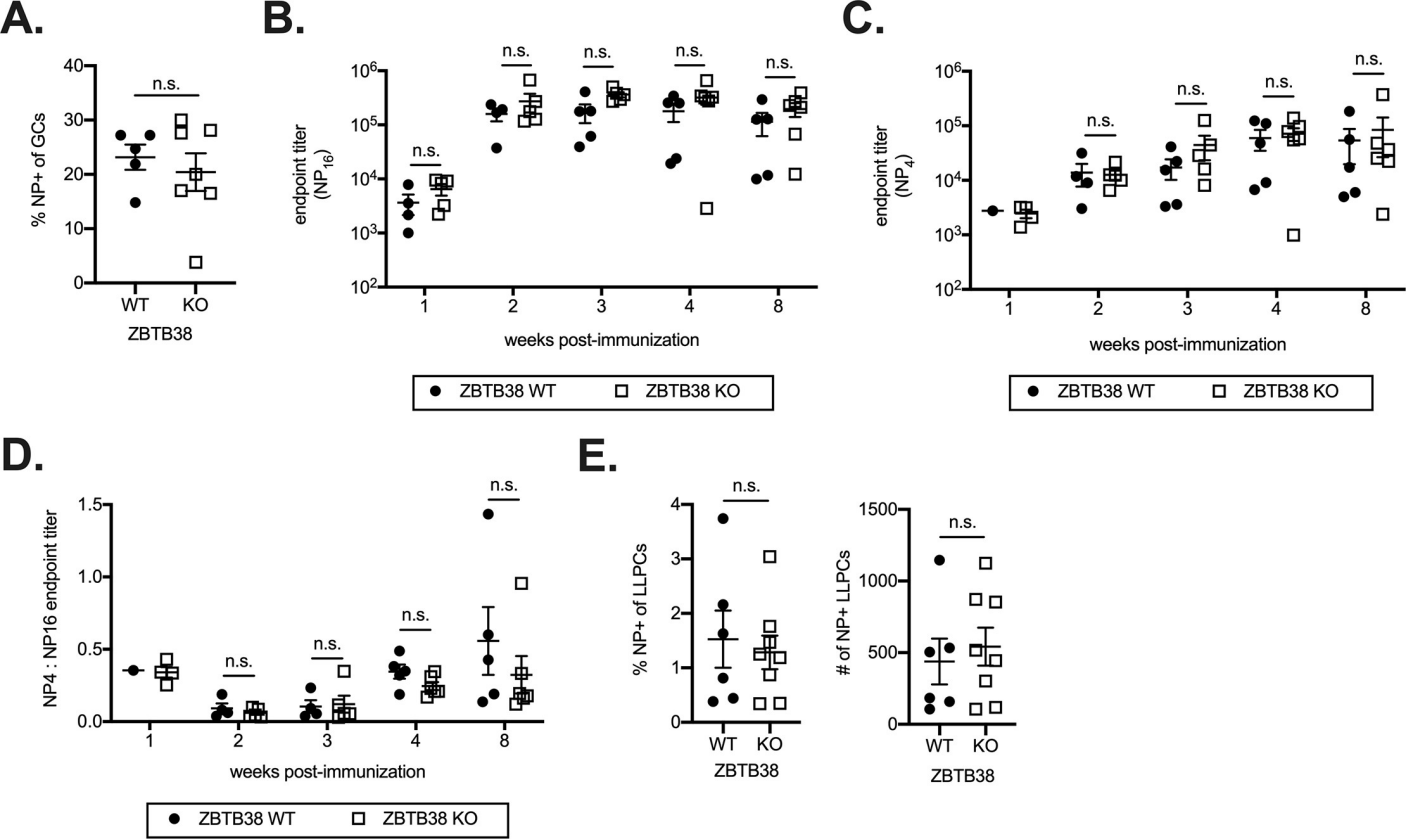
ZBTB38 is dispensable for primary B cell responses. (**A**) ZBTB38 WT and KO mice were immunized with NP-OVA and the frequency of NP-specific germinal center B cells two weeks post immunization was quantified by flow cytometry. Example NP-staining for GC B cells is shown in S2B. Mean ± SEM are shown; each symbol represents an individual mouse. Statistical significance was calculated by Mann-Whitney test; n.s. = not significant (p > 0.05). (**B, C**) ZBTB38 WT and KO mice were immunized with NP-OVA and total serum antibody titers (**B**) and high affinity serum antibody titers (**C**) to NP were quantified by ELISA. Endpoint titers are calculated as the reciprocal serum dilution that was three standard deviations above background. Mean ± SEM are shown; each symbol represents an individual mouse. Statistical significance was calculated by Mann-Whitney test for each timepoint; n.s. = not significant (p > 0.05). (**D**) Affinity maturation of the antibodies was calculated as the ratio of endpoint titers to NP4: NP16 and plotted at each time point for ZBTB38 WT and ZBTB38 KO mice. Mean ± SEM are shown; each symbol represents an individual mouse. Statistical significance was calculated by Mann-Whitney test for each timepoint; n.s. = not significant (p > 0.05). (**E**) The frequency and number of NP-specific long-lived plasma cells was calculated by flow cytometry. Long-lived plasma cells were analyzed 8 weeks post-NP immunization. Gating strategies are shown in S2C Fig. Mean ± SEM are shown; each symbol represents an individual mouse. Statistical significance was calculated by Mann-Whitney test for each timepoint; n.s. = not significant (p > 0.05).

Possible explanations for the similar serum antibody levels in ZBTB38 WT and KO mice include similar frequencies of antigen-specific LLPCs or compensatory increased antibody secretion from fewer LLPCs. To differentiate between these two possibilities, the frequency of NP-specific LLPCs was quantified by flow cytometry 8 weeks after alhydrogel-adjuvanted NP-OVA immunization of ZBTB38 WT and KO mice. The frequency and number of NP-specific LLPCs was similar between ZBTB38 WT and KO mice (Fig 4E; S2E Fig). These data demonstrate that ZBTB38 is dispensable for primary antibody responses to hapten-protein antigens.

To determine if ZBTB38 expression is required for secondary responses and MBC differentiation, the frequency of NP-specific memory B cells (CD19^+^GL7^-^IgM^-^IgD^-^CD80^+^CCR6^+^) was quantified in ZBTB38 WT and KO mice 8 weeks after immunization with alhydrogel-adjuvanted NP-OVA. No difference was observed in the frequency or number of NP-specific MBCs (Fig 5A; S3 Fig). To assess MBC function, splenocytes from ZBTB38 WT and KO mice were adoptively transferred into allotype-distinct naïve IgH^a^ recipients and mice challenged with soluble NP-OVA 24 hours later. Donor IgH^b^ NP-specific antibodies originating from ZBTB38 WT and KO mice were tracked over time. NP-specific antibody titers were not altered by ZBTB38 deficiency (Fig 5B). Thus, ZBTB38 is also dispensable for secondary B cell responses.

**Fig 5:**
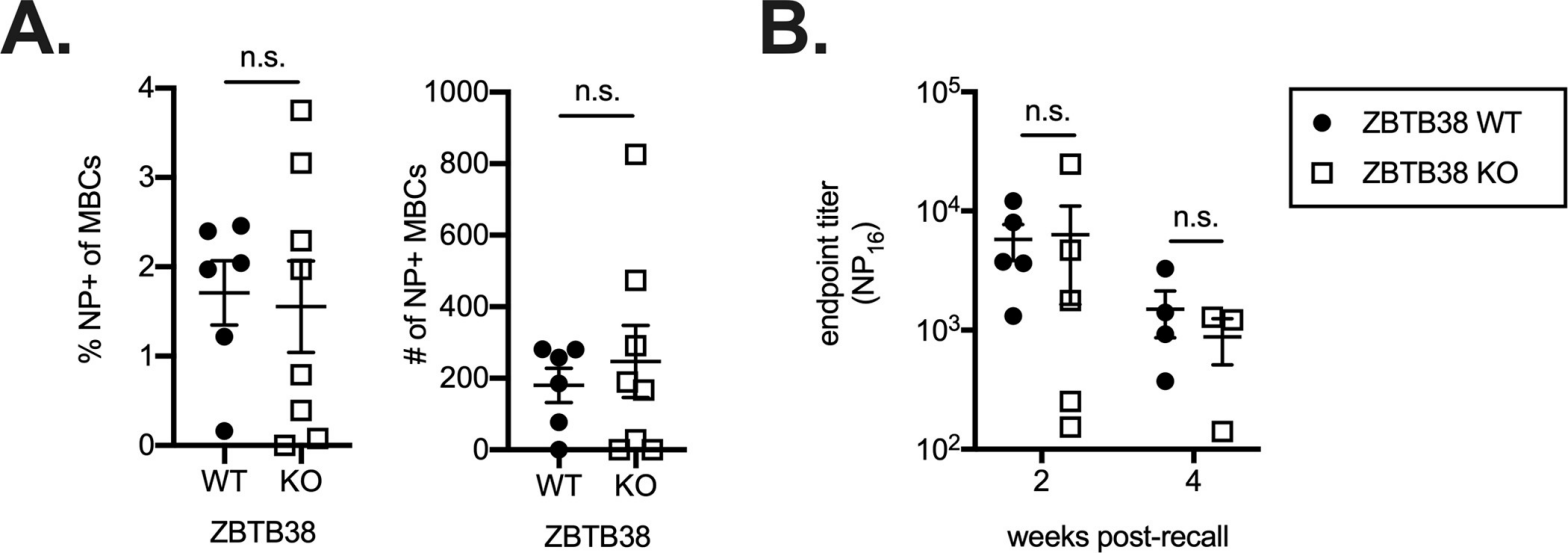
Memory B cell responses do not require ZBTB38. (**A**) The frequency of NP-specific memory B cells (CD19^+^GL7^-^IgM^-^IgD^-^CD80^+^CCR6^+^) was quantified by flow cytometry in ZBTB38 WT and KO mice 8 weeks after NP-OVA immunization. Gating strategies are shown in S3 Fig. Mean ± SEM are shown; each symbol represents an individual mouse. Statistical significance was calculated by Mann-Whitney test; n.s. = not significant (p > 0.05). (**B**) Splenocytes from ZBTB38 WT and ZBTB38 KO mice were adoptively transferred into IgH^a^ naïve hosts and challenged with soluble NP-OVA one day after transfer. Donor (IgH^b^) antibody responses were calculated as the endpoint titer against high density NP. Mean ± SEM are shown; each symbol represents an individual mouse. Statistical significance was calculated by Mann-Whitney test for each timepoint; n.s. = not significant (p > 0.05).

### ZBTB38 deficiency does not alter the development of hematopoietic cells

Given ZBTB38 expression in hematopoietic progenitors (Fig 1A), we next assessed if ZBTB38 deficiency alters the development of lymphoid and/or myeloid lineages by quantifying the frequencies of different cell populations by flow cytometry. We first focused on hematopoietic stem cells (HSCs, cKit^+^Sca1^+^Flk2^-^CD27^+^) and progenitors with varying degrees of lineage commitment in the bone marrow [39]. HSCs differentiate into multipotent progenitors (MPPs, cKit^+^Sca1^+^Flk2^+^CD27^+^) that can give rise to both the myeloid and lymphoid lineages. MPPs can then differentiate into common myeloid progenitors (CMPs, cKit^+^Sca1^-^Flk2^+^FcγR^-^) or common lymphoid progenitors (CLPs, cKit^-/lo^Sca1^-^CD27^+^FcγR^-^Flk2^+^IL7Rα^+^) [40, 41]. CLPs give rise to B, T, natural killer (NK), and innate like cells (ILCs). CMPs give rise to basophils, eosinophils, mast cells, dendritic cells as well as granulocyte monocyte progenitors (GMPs, cKit^+^Sca1^-^Flk2^-^FcγR^+^) [41]. GMPs can then give rise to neutrophils and monocytes. We identified no statistically significant differences in the frequencies of these progenitor populations between ZBTB38 WT and KO mice (Fig 6A; S4 Fig).

**Fig 6:**
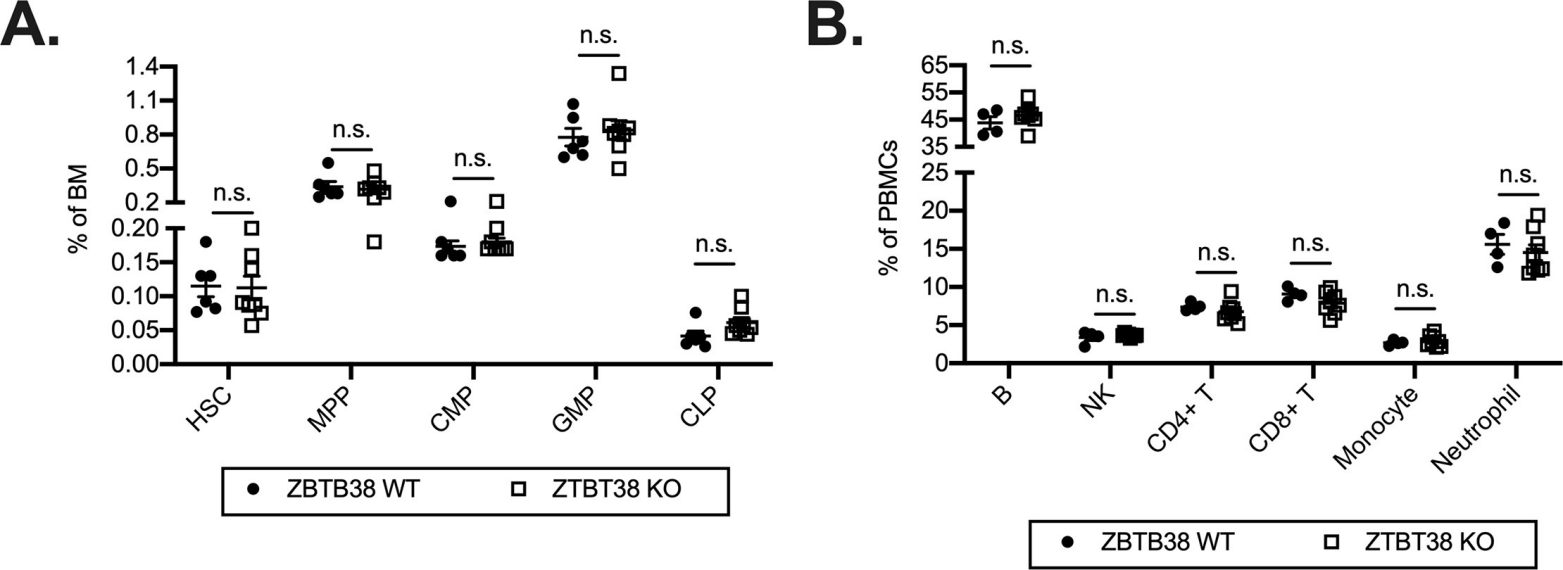
ZBTB38 deficiency does not impact hematopoietic development of maintenance. (**A**) Frequencies of hematopoietic stem cells (HSCs, cKit^+^Sca1^+^Flk2^-^CD27^+^), multi-potent progenitors (MPPs, cKit^+^Sca1^+^Flk2^+^CD27^+^), common myeloid progenitors (CMPs, cKit^+^Sca1^-^Flk2^+^FcγR^-^), granulocyte monocyte progenitors (GMPs, cKit^+^Sca1^-^Flk2^-^FcγR^+^), and common lymphoid progenitors (CLPs, cKit^-/lo^Sca1^-^CD27^+^FcγR^-^Flk2^+^IL7Rα^+^) in the bone marrow from ZBTB38 WT and KO mice were quantified by flow cytometry. Gating strategies are shown in S4 Fig.

Mean ± SEM are shown; each symbol represents an individual mouse. Statistical significance was determined by Mann-Whitney test; n.s. indicates no significance (p > 0.05). (**B**) Frequencies of B cells (B220^+^), natural killer (NK, NK1.1^+^) cells, CD4^+^ and CD8^+^ T cells (B220^-^CD11b^-^NK.1^-^), monocytes (CD11b^+^Ly6C^hi^Ly6G^-^), and neutrophils (CD11b^+^Ly6C^+^Ly6G^+^) of peripheral blood mononuclear cells (PBMCs) from ZBTB38 WT and KO mice were quantified by flow cytometry. Mean ± SEM are shown; each symbol represents an individual mouse. Statistical significance was determined by Mann-Whitney test; n.s. indicates no significance (p > 0.05).

To assess if mature hematopoietic lineages require ZBTB38 for their development or maintenance, we analyzed the frequencies of different peripheral blood mononuclear cell (PBMCs) populations. We observed no differences between ZBTB38 WT and KO mice in the frequencies of B cells (B220^+^), NK cells (NK1.1^+^), T (CD4^+^ or CD8^+^ B220^-^NK1.1^-^CD11b^-^), monocytes (CD11b^+^Ly6C^hi^Ly6G^-^), or neutrophils (CD11b^+^Ly6C^+^Ly6G^+^) (Fig 6B). Thus, ZBTB38 is not required for the development or maintenance of these hematopoietic lineages.

## Discussion

BTB-ZF family members such as BCL-6, ZBTB32, and ZBTB20, have critical roles in different aspects of B cell responses. ZBTB38, another member of the BTB-ZF family, has been implicated in DNA damage responses and replication efficiency. This occurs through repression of MCM10 expression, and potentially binding of other methylated CpG sites throughout the genome [18, 20]. Replication fidelity and DNA damage responses are key processes during germinal center reactions, as B cells accumulate somatic mutations and undergo dsDNA breaks as part of immunoglobulin isotype switching [42]. Yet our data demonstrate that ZBTB38 is dispensable for both primary and recall B cell responses to model T-dependent antigens despite high levels of expression in both germinal center B cells and antibody-secreting plasma cells. Our data do not preclude the possibility that ZBTB38 is important for T-independent antigens or other forms of T-dependent responses. For example, prior studies by our group demonstrated that ZBTB20 is required for alum-adjuvanted responses, but not when using other adjuvants [10]. In addition, other Cre drivers that promote deletion only in activated B cells may be preferable to the pan-hematopoietic deletion system we employed here.

ZBTB38 is also dispensable for maintaining homeostasis of lymphoid and myeloid hematopoietic lineages. Thus, the evolutionary and functional reasons why ZBTB38 is expressed in the hematopoietic and immune system are not fully resolved. Instead, the most important roles for ZBTB38 may lie in other cell types, tissues, and/or physiological contexts. Genome-wide association studies in humans have identified single nucleotide polymorphisms (SNPs) in ZBTB38 that are associated with shorter stature in Chinese populations but taller stature in Korean populations [34–36, 43]. However, when *Zbtb38* f/f mice were crossed to CMV-Cre expressing mice, germline deletion of ZBTB38 did not result in observable differences in the length or weight of the mice. Further characterization of how SNPs influence ZBTB38 function, and identifying the location of SNPs, may provide further explanation of why certain polymorphisms are associated with altered height.

ZBTB38 deletion or knockdown has resulted in impaired cellular processes in neuronal injuries or tumors. For instance, increasing ZBTB38 expression reduces apoptosis and promotes autophagy in a spinal cord injury model, and results in increased neuronal repair [25, 44, 45]. In contrast, ZBTB38 expression has been shown to promote proliferation and differentiation of a neuroblastoma cell line [46]. These differences in the functional roles of ZBTB38 may be attributed to subtype-specific sensitivity of neurons to oxidative stress [47]. ZBTB38, along with USP9X, a deubiquitinase, is required to limit basal reactive oxidative species (ROS) levels and the response to oxidative stress [48]. Given the high levels of ZBTB38 expression in neurons, perhaps ZBTB38 is involved with balancing neuronal death with recovery after various challenges. Neuronal insult, such as injury, stroke, or cancer may be necessary to identify processes regulated by ZBTB38. We did not observe any obviously altered behaviors in our animals, though this would require more in-depth experimentation by experts. Future studies focused on such other cell types and systems will be facilitated by the novel *Zbtb38* f/f mice that we have generated.

## Supporting information

S1 Fig Gating strategy for naïve B cells, splenic plasma cells, light zone germinal center B cells, and dark zone germinal center B cells. Flow cytometric gating strategies for NP-specific splenic plasma cell (SpPC), light zone (LZ) and dark zone (DZ) germinal center (GC) B cells shown in Fig 1B.
(TIFF) Click here for additional data file.

S2 Fig Gating strategy for long-lived plasma cells. (A) Frequencies of follicular (FoB, CD11b^-^CD19^+^IgD^+^IgM^+^), marginal zone (MZ, CD11b^-^CD19^+^CD93^-^CD21^+^CD23^-^), T1 transitional (CD11b^-^CD19^+^CD93^+^,CD23^-^), T2/3 transitional (CD11b^-^CD19^+^CD93^+^,CD23^+^), isotype-switched memory B cells (swIg MBCs, CD19^+^IgM^-^IgD^-^CD80^+^CCR6^+^), and bone marrow plasma cells (B220^-^CD138^+^) at steady state for ZBTB38 WT and ZBTB38 KO mice. Total numbers of splenocytes are shown in the right panel. Mean ± SEM are shown; each symbol represents an individual mouse. Statistical significance was calculated by Mann-Whitney test; n.s. = not significant (p > 0.05). (B) Frequencies of bone marrow plasma cells (left panel) and total numbers of bone marrow cells (right panel) are shown across genotypes. Statistical significance was calculated by Mann-Whitney test; n.s. = not significant (p > 0.05). (C) Germinal center (CD19+ GL7+) frequency after magnetic bead enrichment for GL7-expressing splenocytes. Statistical significance was calculated by Mann-Whitney test; n.s. = not significant (p > 0.05). (D) Concatenated flow plots of NP+ germinal center B cells (CD19^+^GL7^+^IgD^-^) for ZBTB38 WT (n = 3) and ZBTB38 KO (n = 2) mice. (E) Flow cytometric gating strategy for NP-specific long-lived plasma cells (LLPCs) in the bone marrow.
(TIFF) Click here for additional data file.

S3 Fig Gating strategy for isotype-switched memory B cells. Flow cytometric gating strategy for NP-specific, isotype-switched memory B cells (swIg MBCs) in the spleen. Cells were gated on CD19^+^GL7^-^.
(TIFF) Click here for additional data file.

S4 Fig Gating strategy for bone marrow progenitors. Flow cytometric gating strategies for bone marrow progenitors shown in Fig 6A. HSC, hematopoietic stem cell; MPP, multi-potent progenitor; CMP, common myeloid progenitor; GMP, granulocyte monocyte progenitor; CLP, common lymphoid progenitor.
(TIFF) Click here for additional data file.

S1 File (PDF) Click here for additional data file.

S1 Table Differentially-expressed genes between ZBTB38-deficient and -sufficient germinal center B cells. (XLSX) Click here for additional data file.

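S1 Table gives, for the 2 ZBTB38 WT and 6 ZBTB38 KO libraries, the mean normalized count of each gene, its log2 fold change with standard error, the Wald statistic and the p-values from DESeq2. The paper's table has 21936 genes, of which the first 1998 were used here, so no overlap or enrichment test was run on it. Of the paper's 9 genes with an adjusted p under 0.1, 5 are higher in ZBTB38 WT and 4 are lower.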

S2 Table Differentially-expressed genes in ZBTB38-deficient vs. heterozygous and -sufficient germinal center B cells. (XLSX) Click here for additional data file.

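S2 Table has the same columns for the 4 control and 6 ZBTB38 KO libraries. The paper's table has 16773 genes, and the first 1998 were used here. Of the paper's 9 genes with an adjusted p under 0.1, 7 are higher in controls and 2 are lower.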

# Supplementary material for: ZBTB38 is dispensable for antibody responses
**Source:** PLoS One. 2020 Sep 21;15(9):e0235183. doi: 10.1371/journal.pone.0235183
**Supplement:** S1 File

# S1: Raw Images

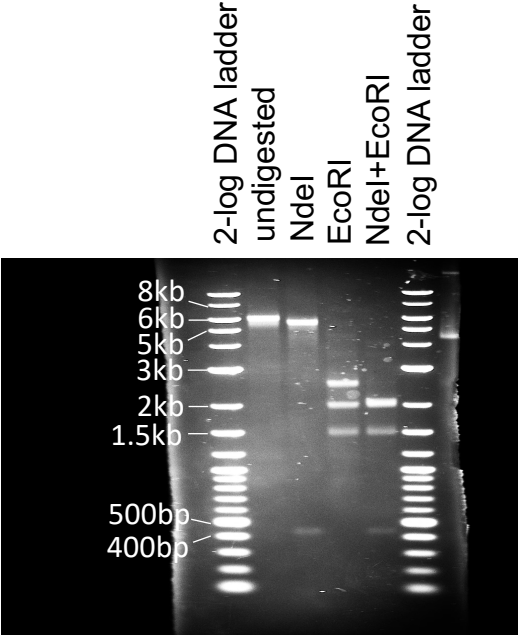

Original DNA gel image used to generate Figure 2B.  
ProteinSimple Alphamager Mini was used to visualize the gel.

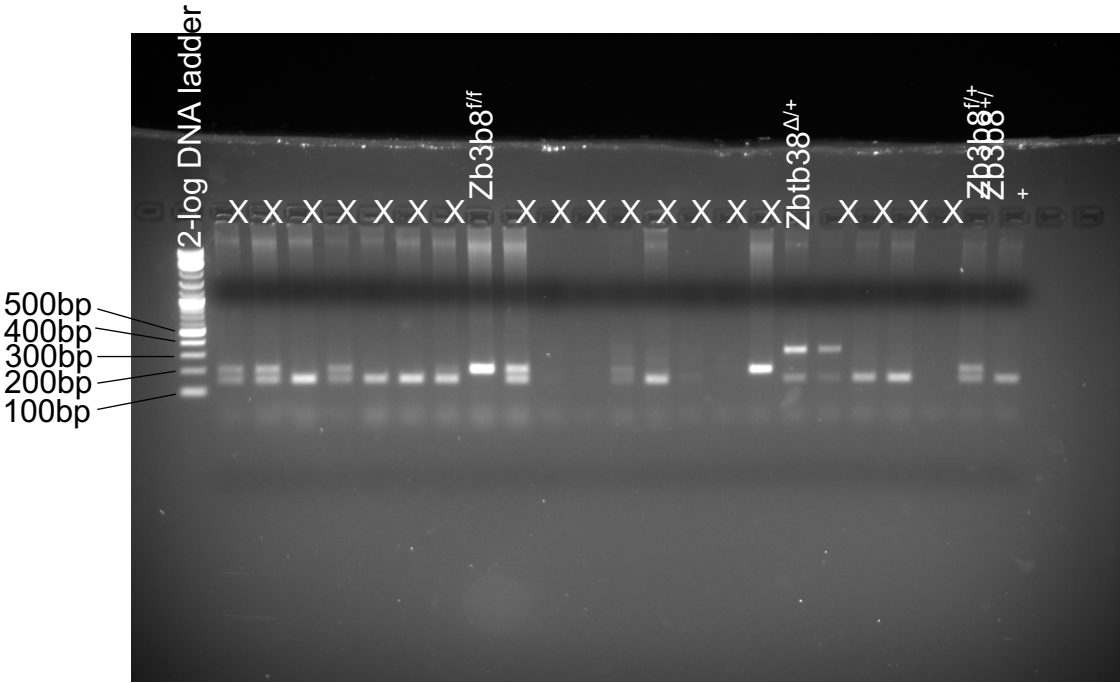

Original DNA gel image used to generate Figure 2C. ProteinSimple Alphamager Mini was used to visualize the gel.

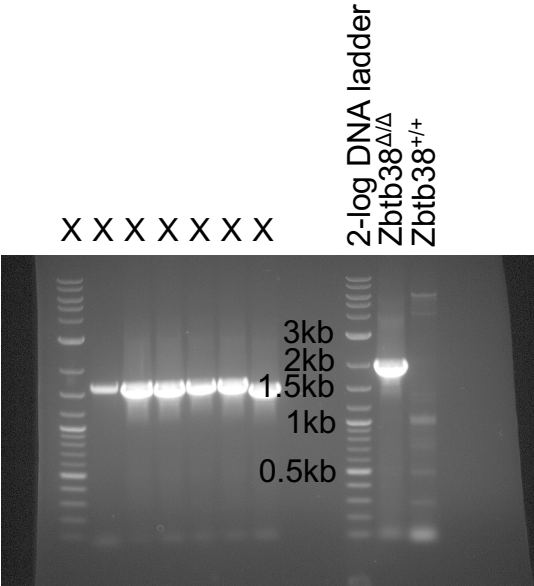

Original DNA gel image used to generate Figure 2D. ProteinSimple Alphamager Mini was used to visualize the gel.

How the deposited data were processed for this re-analysis (not part of the article)

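RNA-seq libraries of germinal center B cells from 2 ZBTB38 WT, 2 ZBTB38 HET and 6 ZBTB38 KO mice were analysed, all from 2 weeks after immunization. Genotype and replicate number were taken from the sample labels and checked against the numbers of mice in Fig 3. The authors prepared SMART-Seq v4 libraries, sequenced them as paired-end reads on an Illumina HiSeq instrument and quantified transcripts with Salmon against Gencode vM17. The paper's text does not name Salmon's version or options, or how transcripts were combined into genes. The authors deposited estimated counts per transcript, which are not normalized and need not be whole. The authors also deposited TPM values, which Salmon derives from the estimated counts and the effective transcript lengths and which sum to the same total in every library. All 64019 transcript names list a coding sequence, and 46.8% of the transcript values are not whole numbers.

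Estimated counts were summed per gene over the transcripts the names assign to it and rounded to whole numbers. Of 22380 genes, 22349 were matched to the Gencode vM21 annotation of GRCm38, which gave positions, and its version differs from the one used for quantification. Gene symbols are those in the transcript names, and 14 symbols belong to more than one gene identifier. The total per library was between 26612431 and 41059082 estimated counts. At this depth, a count of 0 for a gene in a library allows up to 3 counts, and folds against groups at or under 3 counts are given as lower bounds. These limits cover counting error only, since PCR duplicates were not distinguished.

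The tools were edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15. ZBTB38 WT against KO (14203 genes tested) and WT plus HET against KO (13347 genes tested) were fitted each on its own libraries. HET against KO and WT against HET were fitted on all 10 libraries with a term per genotype (14354 genes tested). Each used edgeR's quasi-likelihood test with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment at 0.1. Zbtb38 transcripts with the whole coding sequence were compared by exact permutation tests of mean log2(CPM + 1). The 13 gene lists (T cell, T follicular helper, germinal center B cell, dark zone, light zone, naive B cell, plasma cell, myeloid, erythroid, sex chromosome, MCM replication, oxidative stress and BTB-ZF family) were tested with camera on voom values. The 50 genes with the smallest p-values were tested for position on the chromosome of Zbtb38 with Fisher's exact test, with Zbtb38 itself left out, and the genes of the chromosome were tested as a set with camera.

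These designs, the gene lists and the alternatives were set before the data were examined, except for those named as later choices. The alternatives were DESeq2's size factors in edgeR, DESeq2 with and without a fold change prior, limma on log2(TPM + 1) and log2(TPM + 0.1), no filter, at least 10 counts in every sample, counts scaled by transcript length, immunoglobulin genes left out, one fit with a term per genotype, the replicate number as a block, a robust fit, a threshold of 0.05, and each library left out in turn. For HET against KO and WT against HET they were fewer and included a fit of only the samples of the 2 groups. For the lists they were fry, an estimated correlation and DESeq2's size factors, and for the chromosome they were windows of 50 and 10 Mb, the top 20 genes, Zbtb38 kept and fry. For the Zbtb38 transcripts they were TPM, all transcripts and a pseudocount of 0.1. A covariate for the level of Y-linked genes, DESeq2 on length-scaled counts with and without a fold change prior, transcripts with at least 0.5 of the coding sequence, and the expression level of the tables' genes with Zbtb38 left out were chosen after seeing the data. The tests of position on the chromosome between WT and HET and between HET and KO were also chosen after seeing the data.

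The genes named are Zbtb38, the genes that the RNA-seq text, Fig 3 or S1 and S2 Table name under the paper's threshold, Mcm10, Bcl6, Zbtb20 and Zbtb32, which the paper discusses, genes of a reported list, and up to 10 genes with the smallest adjusted p under 0.1 in each of the 2 comparisons of the paper. Mcm10, Bcl6, Zbtb20 and Zbtb32 had log2 fold changes of -0.04, 0.03, -0.31 and -0.69 between ZBTB38 WT and KO, with standard errors of 0.228, 0.197, 0.436 and 0.584, each with an edgeR adjusted p of 0.999. For WT plus HET against KO they were -1.04 for Zbtb32 (standard error 0.449, edgeR adjusted p = 0.744), 0.16 for Bcl6 (standard error 0.148) and 0.02 for Zbtb20 (standard error 0.333). That of Mcm10 was 0.15 (standard error 0.176, edgeR adjusted p = 0.859), opposite in sign to its value between ZBTB38 WT and KO.

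The fits were tested on simulated data in which 200 genes were changed 2-fold or 4-fold. In the design of ZBTB38 WT against KO, edgeR recovered 43% of the 2-fold and 89% of the 4-fold changes, with 2 of 88 and 18 of 196 calls false. In the design with 4 controls it recovered 67.5% and 95%, with 11 of 146 and 27 of 217 calls false. DESeq2 recovered 68.5% and 96% in the first design, but 116 of 253 and 91 of 283 calls were false. The counts were drawn once per setting, with dispersions from edgeR's own fit, so this is not a neutral comparison of the tests. Weakly expressed genes, such as Sva and Trpm1, were never changed, so the shares recovered do not cover them.

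The reads were not analysed here, nor were the aligned traces of Fig 3A, the flow cytometry, ELISA and quantitative RT-PCR data, and the published expression data of Fig 1.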

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

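All tests of explanations in this part were chosen only after the result they bear on had been seen.

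KO replicate 6 stood apart from the other libraries. On the first principal component of the expression values, which carries 29.6% of the variance, it was at 139 and the nearest other ZBTB38 KO library was at 3.43. Its median correlation with the other libraries was 0.905, the lowest of the 10. Across 84 groups of libraries checked in this way, 2 had a library this far out, where 4.2 would be expected by chance. Shallow sequencing is argued against by its total of 33894832 estimated counts, the highest of the ZBTB38 KO libraries. A few abundant genes do not account for it either, since without the most abundant and the immunoglobulin genes its median correlation was 0.956, against 0.971 to 0.984 for the others. A library with fewer distinct molecules stays open: among genes at 1 to 5 CPM in the other libraries, 8.58% had a count of 0 in KO replicate 6, against 0.63% to 5.94% elsewhere. Naive B cells among the sorted cells are another candidate explanation, as 7 of the 10 genes of the naive B cell list were highest in this library. The most abundant of them were not: Foxo1, Fcer2a and Il4ra were at 318, 255 and 217 CPM, within the range of the other libraries, and all 10 genes were above 1 CPM in every library. Of these genes 1 is in another list and 0 are in the paper's tables. Plasma cells among the sorted cells are a candidate explanation by the same measure, as 8 of the 12 genes of the plasma cell list were highest in this library. Of the most abundant, Jchain and Edem1, at 1100 and 360 CPM, were within the range of the other libraries, and Xbp1, at 465 CPM, was above it. Of the 12 genes, 10 were above 1 CPM in every library, 0 are in another list and 0 in the paper's tables. Immunoglobulin genes took 3.25% of the counts in KO replicate 6, against 1.67% to 2.69% elsewhere. The naive B cell list was higher in KO replicate 6 than in the other ZBTB38 KO libraries by a median of 1.35 on the log2 scale. In this list 9 of the 10 genes were higher. The T cell, myeloid, erythroid and plasma cell lists were higher too, by medians of 0.74, 1.00, 0.74 and 0.74, and the germinal center B cell list fell by 0.58. No difference between mice was tested as a biological explanation. Without this library, 2 genes differed between ZBTB38 WT and KO, Zbtb38 and Sva, in place of 1.

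Tmem143 in KO replicate 1, at 1.64 in log2(CPM + 1), lay below the other ZBTB38 KO libraries, of which the nearest was at 2.27. This is the other of the 2 libraries found far out among the 84 groups. It rests on 58 estimated counts, and no technical or biological explanation was tested.

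The T cell list moved in opposite directions in the 2 control genotypes. Against ZBTB38 KO, its median log2 fold change was 1.08 in ZBTB38 WT, with 18 of 20 genes higher, and -1.13 in ZBTB38 HET, with 1 of 20 genes higher. Between ZBTB38 WT and HET the median was 2.34, with 19 of 20 genes higher in ZBTB38 WT (limma fry adjusted p = 0.022 over the lists, and 0.0715 for camera with an estimated correlation). Between HET and KO the list passed with limma's camera at the preset correlation (adjusted p = 5.77e-06) but not with fry (limma adjusted p = 0.234) or with an estimated correlation (limma adjusted p = 0.33). An effect of ZBTB38 that grows with the number of intact alleles is argued against by the median of -1.13 in ZBTB38 HET, since each ZBTB38 HET library had a lower mean over the list (2.13 and 2.46 in log2(CPM + 1)) than every ZBTB38 KO library (2.53 to 3.56). The sex of the mice as the whole cause is argued against as well. With the level of the Y-linked genes as a covariate the median between WT and KO was 1.04, and both ZBTB38 WT libraries (4.02 and 3.98) were above the ZBTB38 KO libraries with high Y-linked values (2.78 to 3.36). RNA from T cells among the sorted cells may explain part of the pattern. Of 15 T cell genes outside the lists, picked without sight of their values, 12 were higher in ZBTB38 WT than in ZBTB38 KO, with a median log2 fold change of 0.67 (two-sided exact sign test, p = 0.0352, which treats the genes as independent although T cell genes vary together). Of the 20 genes, 14 were above 1 CPM in every library, 1 is in another list and 1, Cd3e, was among the genes of the paper's tables. The most abundant were Lck, at 164 ± 5.34 CPM (SD, n = 2) in ZBTB38 WT and 164 ± 31.3 CPM (SD, n = 6) in ZBTB38 KO, Cd2, at 116 ± 18.4 and 107 ± 29.5 CPM, and Tcf7, at 40.7 ± 9.66 and 15.2 ± 10.3 CPM, and of these 3 genes only Tcf7 differed by more than the spread between mice. The presence of Cre differs between ZBTB38 WT and the other genotypes and was not tested. By medians, the pattern was not confined to T cell genes. Against ZBTB38 KO, the WT and HET medians were 0.85 and -1.07 for the myeloid list and 0.30 and -0.78 for the T follicular helper list. For the naive B cell list they were 0.11 and -1.17. Of the 13 lists, only the erythroid, plasma cell and oxidative stress lists kept their sign. No explanation was tested for the myeloid, T follicular helper and naive B cell lists.

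The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which the paper does not report, split the libraries. Their summed expression was 209 and 280 CPM in ZBTB38 WT, 2.68 and 1.99 CPM in ZBTB38 HET, and 208, 258, 4.17, 6.96, 231 and 4.54 CPM in the 6 ZBTB38 KO libraries. Male and female mice are a likely explanation, because the X-linked partners of these genes were higher by 0.76 on the log2 scale in the 5 libraries with low Y-linked values than in the 5 with high values (two-sided exact permutation test, p = 0.00794, the smallest p that 5 against 5 allow). Both ZBTB38 WT libraries were high and both ZBTB38 HET libraries low, so sex and genotype cannot be separated between these groups, while the ZBTB38 KO libraries include 3 of each kind.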

How the results depend on the processing

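No test of an explanation is reported in this part, and the causes of the changes below were not tested unless a value shows them. The covariate for Y-linked genes, the 2 fits of DESeq2 on length-scaled counts, the transcripts with at least 0.5 of the coding sequence and the expression level without Zbtb38 were chosen after seeing the data.

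The loss of the Zbtb38 transcripts with the coding exon kept its direction and, where it could be tested, its side of 0.05 under TPM, all transcripts, a pseudocount of 0.1 and each library left out, from 2.33 to 3.19 on the log2 scale against ZBTB38 WT and from 2.09 to 2.96 against the 4 controls. With the transcripts that hold at least 0.5 of the coding sequence it was 3.31 and 2.98.

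The number of genes between ZBTB38 WT and KO was 1 with DESeq2's size factors, no filter, at least 10 counts in every sample, immunoglobulin genes left out and the robust fit. It was 2 in one fit with a term per genotype, 3 with limma on log2(TPM + 0.1), 4 with DESeq2 and a fold change prior, and 10 with DESeq2. It was 0 with a threshold of 0.05, limma on log2(TPM + 1) and length-scaled counts, with 311, 437 and 325 genes at an unadjusted p under 0.05. Chosen after seeing the data, the covariate for Y-linked genes gave 0 genes, with 410 at an unadjusted p under 0.05, and DESeq2 on length-scaled counts gave 12, or 5 with a prior. Across the 6 fits that each left out a ZBTB38 KO library it ranged from 0 to 2. It was 0 without KO replicate 1, 3, 4 or 5, with 211 to 544 genes at an unadjusted p under 0.05.

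With the 4 controls together, the number was 25 with DESeq2, 24 with a prior and, chosen after seeing the data, 22 and 13 on length-scaled counts. It was 0 with limma on log2(TPM + 1), limma on log2(TPM + 0.1) and length-scaled counts, with 930, 905 and 838 genes at an unadjusted p under 0.05, and from 1 to 2 across the 10 fits that each left out a library, with 2 without WT replicate 1. In the simulated data, drawn with edgeR's own dispersions, 78 of 239 calls of DESeq2 were false in this design with 2-fold changes. For edgeR it was 11 of 146. Between HET and KO, a fit of only the 2 groups gave 0 genes, with 1247 at an unadjusted p under 0.05, and DESeq2 gave 515. Between WT and HET these gave 523 and 185.

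The log2 fold change of Zbtb38 between ZBTB38 WT and KO no longer passed with limma on log2(TPM + 1) (1.34), on log2(TPM + 0.1) (1.37), length-scaled counts (1.19) and the covariate for Y-linked genes (2.16), and without one library it ranged from 2.19 to 2.49, losing its call without KO replicate 1, 3, 4 or 5. With the 4 controls it did not pass with limma (1.16 and 1.19) and length-scaled counts (1.04), and ranged from 1.97 to 2.27 without one library. The values on the log2 scale of TPM use a pseudocount, and length-scaled counts give short transcripts more weight than summed counts do.

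Mcm10 between ZBTB38 WT and KO changed sign with limma (0.12 on both scales, against -0.04), and ranged from -0.118 to 0.038 without one library, above 0 without KO replicate 2 (0.035) or 5 (0.038). Tmem143 with the 4 controls ranged from -0.234 to 0.062, above 0 without HET replicate 1. Zbtb32 between ZBTB38 WT and KO ranged from -0.85 to -0.22, the latter without KO replicate 6, and with the 4 controls from -1.24 to -0.57, again without KO replicate 6. Bcl6 between ZBTB38 WT and KO changed sign with the covariate for Y-linked genes (-0.098, against 0.03) and ranged from -0.049 to 0.086, below 0 without KO replicate 4 (-0.023) or 6 (-0.049). Zbtb20 between ZBTB38 WT and KO changed sign with limma (0.025 and 0.027, against -0.31). Across the 8 fits that each left out a library it ranged from -0.471 to -0.005. It was at 0.02 with the 4 controls and changed sign in one fit with a term per genotype (-0.009), and it ranged from -0.185 to 0.325, below 0 without HET replicate 1 (-0.185) or KO replicate 3 (-0.009), 5 (-0.063) or 6 (-0.14). Of 572 values under the alternatives for the genes of S1 and S2 Table other than Zbtb38 and for Mcm10, Zbtb32, Bcl6 and Zbtb20, 508 kept their direction and side of the threshold and 39 came to pass it, 22 of them in the fits chosen after seeing the data, while 4 moved and 21 changed sign. As none of these genes passed to begin with, none could lose a call. Sva passed with limma on log2(TPM + 0.1), DESeq2 with and without a prior, the fit with a term per genotype, without KO replicate 6 and, chosen after seeing the data, with DESeq2 on length-scaled counts with and without a prior.

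The median percentile of the genes of S2 Table moved from 62.8 to 52.9 with TPM. Without Zbtb38, chosen after seeing the data, that of the genes of S1 Table moved from 34.8 to 30.4. Of the gene lists, 7 passed with camera between ZBTB38 WT and KO, 2 with fry and 3 with an estimated correlation. With the 4 controls 2 passed with camera, and 0 with fry and 0 with an estimated correlation, with 1 list at an unadjusted p under 0.05 in each. On the chromosome of Zbtb38, the odds ratio between ZBTB38 WT and KO was 2.63 and did not pass within 50 Mb (1.58), with the top 20 genes (2.85) and within 10 Mb, where it was 0. The odds ratio with the 4 controls was 2.67 and passed under each of these alternatives and with Zbtb38 kept, at 3.13 to 8.68 (Fisher's exact test, p = 0.0062 to 0.0254). As a set, the genes of the chromosome had no direction that held, by unadjusted p-values of limma's model, which are not exact tests: p was 0.992 with camera, and the direction changed with Zbtb38 kept (p = 0.961) and with fry (p = 0.223), and with the 4 controls within 10 Mb (p = 0.672).

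The replicate numbers do not pair the libraries. Over the 6 pairs of libraries with the same number in 2 genotypes, the correlation of their deviations from the group means was between -0.0037 and 0.127. The numbers 3 to 6 occur only in ZBTB38 KO. A block by number therefore leaves every difference from ZBTB38 KO to the KO libraries numbered 1 and 2. With the replicate number as a block, 6 genes differed between ZBTB38 WT and KO, none of them a gene of S1 Table, and 0 with the 4 controls, with 1104 at an unadjusted p under 0.05. The block gave 4 genes between HET and KO, Hnrnpll not among them, and 66 between WT and HET. Under the block Zbtb38 did not pass in either comparison of the paper, with log2 fold changes of 2.12 and 1.86, and Mcm10 was at 0.015, Zbtb32 at 0.12 and Tmem143 at 0.41. Bcl6 was at -0.145 between ZBTB38 WT and KO and at -0.014 with the 4 controls, where Zbtb20 was at -0.53.

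The depth limits the fold change of Sva, which with 0 counts in ZBTB38 WT can be given only as at least 35.7-fold. In simulated data, 43% of 2-fold changes were found with 2 ZBTB38 WT and 6 ZBTB38 KO libraries and 67.5% with 4 controls, so changes of this size can be missed. The simulations did not vary the depth and changed no weakly expressed genes.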

Differences from the paper's values

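No test of an explanation is reported in this part. DESeq2 on length-scaled counts, with and without a fold change prior, and the covariate for Y-linked genes were chosen after seeing the values, the first pair with the paper's and the present Zbtb38 values in view. All other alternatives were set before the data were examined, and those not named for a value did not close its gap.

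Between ZBTB38 WT and KO, 1 gene had an adjusted p under 0.1, against the paper's 9. DESeq2 gave 10 genes and the replicate block 6, within 1.5 times of the paper's number, and DESeq2 on length-scaled counts, chosen after seeing the values, gave 12. Of these, 4, 0 and 7 were among the paper's 9 genes. Here and below, the replicate block sets only the ZBTB38 KO libraries numbered 1 and 2 against the controls. The numbers 3 to 6 occur in no other genotype. With the 4 controls the number was 1 against the paper's 9, and none of the alternatives set before the data were examined closed the gap; DESeq2 on length-scaled counts with a prior, chosen after seeing the values, gave 13, of which 7 were among the paper's 9 genes.

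Of the genes of S1 Table that did not pass here, Sva was called by DESeq2 with and without a prior, limma on log2(TPM + 0.1), the fit with a term per genotype and the fit without KO replicate 6. Pdcd1 was called by DESeq2 with and without a prior, and Olfr984 by DESeq2. DESeq2 on length-scaled counts, chosen after seeing the values, called Sva, Pdcd1, Rag2 and Trpm1 with and without a prior, and Olfr984 and Cd3e without it. Of the genes of S2 Table, Arih1, Klhl20, Msl2 and Ttc7b were called by DESeq2 with and without a prior, and Slc26a9 without it. DESeq2 on length-scaled counts, chosen after seeing the values, called these 5 genes and Ireb2 with and without a prior. Adk, Zfp174, Cerk and Tmem143 were called by no setting.

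The log2 fold changes between ZBTB38 WT and KO kept the paper's sign for all 9 genes. The paper does not state whether a fold change prior, which shrinks fold changes, was used. The main fit here used none, so in both comparisons a gap can be a difference in measure. A gap counts as closed where the 2 values differ by no more than the larger of their standard errors, so a fit with a larger standard error can close it with a similar value. Zbtb38 was at 2.31 against the paper's 0.860, and none of the alternatives set before the data were examined closed the gap, while DESeq2 on length-scaled counts with a prior, chosen after seeing the values, gave 0.79. Sva was fitted at -9.62 against the paper's -1.03; with 0 counts in ZBTB38 WT this is bounded only as at least 35.7-fold. The nearest were DESeq2 with a prior (-0.79) and, chosen after seeing the values, DESeq2 on length-scaled counts with a prior (-0.81), which did not close the gap, nor did any other setting. Trpm1 was at 3.28 against the paper's 0.647, closed only by DESeq2 on length-scaled counts with a prior, chosen after seeing the values, at 0.51. Pdcd1 was at 1.35 against the paper's 0.901, closed by DESeq2 with a prior (0.80), the replicate block (1.29, standard error 0.473) and the fit without WT replicate 2 (1.07), and, chosen after seeing the values, by the covariate for Y-linked genes (1.30, standard error 0.428) and DESeq2 on length-scaled counts with a prior (0.81). Adk was at -0.53 against the paper's -0.766, closed by length-scaled counts (-0.68), the replicate block (-0.64) and the fit without WT replicate 1 (-0.59), and by DESeq2 on length-scaled counts (-0.69), chosen after seeing the values. Olfr984 was at -1.94 against the paper's -0.918, closed by DESeq2 with a prior (-0.76) and limma on log2(TPM + 1) (-1.03), and by DESeq2 on length-scaled counts with a prior (-0.78), chosen after seeing the values. Cd3e was at 1.32 against the paper's 0.871, closed by DESeq2 with a prior (0.77) and the replicate block (1.08), and by DESeq2 on length-scaled counts with a prior (0.78), chosen after seeing the values. Zfp174 was at 3.60 against the paper's 0.651, closed by DESeq2 with a prior (0.51) and limma on log2(TPM + 1) (0.64), and by DESeq2 on length-scaled counts with a prior (0.53), chosen after seeing the values.

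With the 4 controls, Zbtb38 was at 2.08 against the paper's 0.852, closed by length-scaled counts (1.04) and, chosen after seeing the values, by DESeq2 on length-scaled counts without (1.04) and with a prior (0.80). Ireb2 was at 0.40 against the paper's 0.610, closed by limma on log2(TPM + 1) (0.71) and log2(TPM + 0.1) (0.76), length-scaled counts (0.65), the replicate block (0.47) and the fit without WT replicate 2 (0.48), and by DESeq2 on length-scaled counts without (0.65) and with a prior (0.59), chosen after seeing the values. Cerk was at 0.39 against the paper's 0.653, closed by limma on log2(TPM + 1) (0.56) and log2(TPM + 0.1) (0.56). Slc26a9 was at -3.78 against the paper's -0.889, closed by DESeq2 with a prior (-0.74) and by DESeq2 on length-scaled counts with a prior (-0.75), chosen after seeing the values. Tmem143 was at -0.10 against the paper's -0.845, closed by limma on log2(TPM + 0.1) (-0.50) and length-scaled counts (-0.73), and by DESeq2 on length-scaled counts (-0.73), chosen after seeing the values.

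Among the mean normalized counts, Adk had 3068 against the paper's 2005.68, Cerk 10520 against the paper's 850.987 and Tmem143 124 against the paper's 64.0662. These were computed with DESeq2 on summed counts and with DESeq2 on length-scaled counts, chosen after seeing the values, and neither closed these gaps. Trpm1 had 5.58 against the paper's 11.6115, and DESeq2 on length-scaled counts, chosen after seeing the values, gave 11.9.

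The paper describes the dysregulated genes as weakly expressed in all genotypes. Here 7 of the 9 genes of S2 Table and 2 of the 9 genes of S1 Table lay above the median gene, or 5 and 2 when ranked by TPM. Without Zbtb38, left out after seeing the values, it was 6 and 1 of 8, or 4 and 1 when ranked by TPM. The highest were Cerk at percentile 96.4 in S2 Table and Adk at 83.3 in S1 Table. Both had lower mean normalized counts in the paper's tables than here, so these percentiles need not hold for the paper's counts.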

Other observations

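All tests of explanations in this part were chosen only after the result they bear on had been seen, apart from the tests of position on the chromosome.

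Part of the Zbtb38 signal remained in ZBTB38 KO, and a candidate explanation for part of it is reads on the untranslated exons upstream of the deleted exon. Across the 4 transcripts with counts, the share of the ZBTB38 WT level that was left rose with the share of the transcript upstream of the coding sequence, with a Spearman rho of 1 over these transcripts, which share exons (two-sided exact permutation test, p = 0.0833, the smallest p that 4 transcripts allow). Cells that kept the coding exon are argued against as the whole cause, since they would leave the same share of every transcript, and the transcript with the least upstream sequence kept 2.61% while the one with the most kept 97.5%. The latter share was raised by KO replicate 2, at 35.6 TPM, but the lowest ZBTB38 KO library was still at 14.2 TPM, against a mean of 19.8 in ZBTB38 WT. The transcript with the whole coding sequence, which kept 12.5%, is the only one of the 4 with annotated 3' untranslated sequence, 2666 bases. The last exon is longer than the paper's reduction in PCR product, so the deletion should spare part of these bases. Reads on that part stay open as another source for that transcript and were not tested.

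Comparing ZBTB38 WT plus HET with KO, 12 of the 100 splits drawn from the 210 splits of the 10 libraries into 4 and 6, the real one included, gave as many genes with an adjusted p under 0.1 as the real split, which gave 1. As many genes with an unadjusted p under 0.05, 841, were given by 21 of the 100 splits, with a median of 387 over the splits. The excess of small p-values is therefore within what other groupings of these libraries give.

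The 50 genes with the smallest p-values with the 4 controls, Zbtb38 left out, included 7 on chromosome 9, where 2.88 were expected (Fisher's exact test, odds ratio 2.67, p = 0.0238), and 6 within 50 Mb of Zbtb38 (odds ratio 3.44, 95% confidence interval 1.19 to 8.15, p = 0.0119). Within 10 Mb there were 3, where 0.37 were expected (Fisher's exact test, odds ratio 8.68, 95% confidence interval 1.70 to 27.7, p = 0.0062). In the same draw, 3 of the 100 splits gave as many on the chromosome and 2 of the 100 splits as many within 50 Mb. Between ZBTB38 WT and KO the chromosome also held 7 of the 50 (Fisher's exact test, odds ratio 2.63, p = 0.0254), but 3 were within 50 Mb (odds ratio 1.58, p = 0.444) and 0 within 10 Mb, where 0.38 were expected. These 7 include Cd3e and Cd3g, which belong to the T cell list and were both higher in ZBTB38 WT. As T cell genes vary together, they are not separate evidence for an effect of position. A candidate explanation for the excess near Zbtb38 is allele differences carried along with the targeted locus, which was made in C57BL/6J zygotes and then backcrossed to C57BL/6N mice. Since ZBTB38 WT and KO both carry 2 floxed alleles and ZBTB38 HET carries 1, such differences would appear between WT and HET and between HET and KO. Between WT and HET, 0 of the top 50 genes lay within 50 Mb where 1.94 were expected (Fisher's exact test, p = 0.266), and the upper 95% limit of the odds ratio was 1.90. Between HET and KO, 4 of the top 50 did (Fisher's exact test, odds ratio 2.16, 95% confidence interval 0.56 to 5.95, p = 0.128). The limit of 1.90 lies within the confidence interval of the observed excess, so the explanation cannot be told apart from its absence with so few genes. A local effect of the deletion of exon 3 is open as well and was not tested.

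The paper describes Zbtb38 in ZBTB38 HET but gives no differential test over all genes for ZBTB38 HET on its own. Hnrnpll, which was chosen after its values were seen, was the only gene with an adjusted p under 0.1 both between HET and KO (edgeR adjusted p = 0.0496) and between WT and HET (edgeR adjusted p = 0.0395), with 1467 and 922 genes at an unadjusted p under 0.05. It was at 0 CPM in both ZBTB38 HET libraries and at 1.82 to 5.15 CPM in the other libraries. The call between HET and KO depends on the fit: in a fit of only these 2 groups its edgeR adjusted p was 0.222, and over the alternatives its adjusted p ran from 4.57e-06 to 0.222, against 2.64e-06 to 0.0418 between WT and HET. No technical or biological explanation was tested.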
